# LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth

**DOI:** 10.1158/2767-9764.CRC-24-0205

**Published:** 2024-05-31

**Authors:** Alexis K. Elfstrum, Annisa H. Rumahorbo, Lyndsay E. Reese, Emma V. Nelson, Braedan M. McCluskey, Kathryn L. Schwertfeger

## Abstract

Macrophages represent a heterogeneous myeloid population with diverse functions in normal tissues and tumors. While macrophages expressing the cell surface marker lymphatic vessel endothelial hyaluronan receptor 1 (LYVE-1) have been identified in stromal regions of the normal mammary gland and in the peritumoral stroma, their functions within these regions are not well understood. Using a genetic mouse model of LYVE-1^+^ macrophage depletion, we demonstrate that loss of LYVE-1^+^ macrophages is associated with altered extracellular matrix remodeling in the normal mammary gland and reduced mammary tumor growth *in vivo*. In further studies focused on investigating the functions of LYVE-1^+^ macrophages in the tumor microenvironment, we demonstrate that LYVE-1 expression correlates with an increased ability of macrophages to bind, internalize, and degrade hyaluronan. Consistent with this, we show that depletion of LYVE-1^+^ macrophages correlates with increased hyaluronan accumulation in both the normal mammary gland and in mammary tumors. Analysis of single-cell RNA sequencing of macrophages isolated from these tumors reveals that depletion of LYVE-1^+^ macrophages in tumors drives a shift in the majority of the remaining macrophages toward a proinflammatory phenotype, as well as an increase in CD8^+^ T-cell infiltration. Together, these findings indicate that LYVE-1^+^ macrophages represent a tumor-promoting anti-inflammatory subset of macrophages that contributes to hyaluronan remodeling in the tumor microenvironment.

**Significance:**

We have identified a macrophage subset in mouse mammary tumors associated with tumor structural components. When this macrophage subset is absent in tumors, we report a delay in tumor growth and an increase in antitumor immune cells. Understanding the functions of distinct macrophage subsets may allow for improved therapeutic strategies for patients with breast cancer.

## Introduction

Macrophages are a heterogeneous population of cells, encompassing an array of phenotypically distinct subsets (1). The functions of macrophage subsets vary in support or inhibition of tumor growth. For example, macrophages produce immunosuppressive cytokines such as IL10 and TGFβ, which support regulatory T cells and subsequently inhibit tumor-infiltrating lymphocytes (2, 3). In another tumor-supporting role, macrophages produce matrix metalloproteases (MMP), which contribute to tumor progression by remodeling the extracellular matrix (ECM; refs. 4, 5). In addition, macrophages can directly internalize and degrade collagen in the dermis via cluster of differentiation 206 (CD206; ref. 6). Conversely, macrophages are also capable of releasing cytotoxic molecules such as reactive oxygen species (ROS), which are toxic to tumor cells and can also recruit tumor inhibitory immune cells such as CD8 T cells and natural killer (NK) cells^,^ (7). Recent studies have demonstrated substantial phenotypic heterogeneity of tumor-associated macrophages (8, 9), suggesting that multiple phenotypic subsets of macrophages exist within the tumor microenvironment. Identifying and defining the functions of these macrophage subsets are important for understanding their contributions to tumor progression.

Recent studies have identified lymphatic vessel endothelial hyaluronan receptor-1 (LYVE-1), a transmembrane scavenger receptor lacking enzymatic activity (10), as a marker of a distinct subset of interstitial macrophages (11). LYVE-1 was first identified as a marker of lymphatic endothelial cells (LEC) and was later linked to a subset of resident macrophages that have been found in numerous tissues including the lung and aorta (11–13). Within these tissues, LYVE-1^+^ macrophages have been shown to regulate tissue homeostasis via various mechanisms, including suppression of fibrosis in the lung and maintenance of arterial vessels in the heart (11, 13). LYVE-1^+^ macrophages have also been identified in breast and other cancer types. For example, macrophages expressing LYVE-1 and other LEC-related markers, such as podoplanin (PDPN), have been shown to localize to lymphatic regions and contribute to lymphangiogenesis in various tumor models (14). Furthermore, perivascular LYVE-1^+^ macrophages have also been identified in the mouse mammary tumor virus (MMTV)-polyoma middle T (PyMT) spontaneous mammary tumor model and been shown to contribute to regulation of the angiogenic niche (15). In addition, LYVE-1^+^ macrophages of the peritoneal mesothelium have been found to promote growth in ovarian tumors (16). We and others have identified LYVE-1^+^ macrophages at the tumor periphery in mouse models of melanoma and breast cancer, although the functions of these peritumoral macrophages have not been investigated (17, 18).

LYVE-1 is a receptor for the glycosaminoglycan hyaluronic acid (HA; ref. 19). HA serves as a structural component of the ECM in normal tissues and in tumors and can be synthesized by various cell types including tumor cells and fibroblasts (20). In LECs, LYVE-1 binds and endocytoses HA, which can then be degraded in the lysosome by hyaluronidases (21–23). While the role of LYVE-1–expressing macrophages in regulating HA has not been previously investigated in the context of tumor-associated macrophages, we have shown that LYVE-1^+^ macrophages localize to HA-enriched regions in the normal mammary gland. Furthermore, we demonstrated these macrophages exhibit gene profiles that are associated with glycosaminoglycan binding and tissue remodeling (18). A key aspect of tissue remodeling is the breakdown of ECM components such as HA or collagen. Mechanistically, tumor-associated macrophages are known to secrete extracellular proteases such as MMPs, which degrade ECM components (24). ECM degradation clears space within the intratmoral and peritumoral regions, allowing for tumor cells to migrate to blood vessels and lymphatics and to release growth factors that can be used by tumor cells during tumor progression (4, 25, 26). While there is an established link between tumor-associated macrophages and protease-mediated ECM degradation, less is known regarding the ability of tumor-associated macrophages to modulate key non-proteinaceous components of the ECM, such as HA.

Here, we examine the phenotype of normal and cancerous mammary tissue using a genetic mouse model in which LYVE-1^+^ macrophages are selectively depleted. We demonstrate that LYVE-1^+^ macrophage depletion results in HA accumulation in both the nulliparous mammary gland and in mammary tumors, which correlates with a decrease in mammary tumor growth. In addition, we show that LYVE-1^+^ macrophages are associated with HA-enriched regions at the tumor periphery, outside of the tumor parenchyma. Furthermore, we demonstrate that LYVE-1^+^ macrophages are associated with ECM remodeling in both normal and malignant mammary tissue using *in vitro* assays and single-cell RNA sequencing (scRNA-seq). Further analysis of scRNA-seq data reveals that in the absence of LYVE-1^+^ macrophages, three of the four remaining macrophage clusters shift toward a proinflammatory phenotype. In addition, more CD8^+^ T cells are found in tumors lacking LYVE-1^+^ macrophages, suggesting that LYVE-1^+^ macrophages have anti-inflammatory functions within the tumor microenvironment. Taken together, our findings demonstrate that LYVE-1^+^ macrophages contribute to ECM remodeling and represent a subset of tumor supportive macrophages that may provide a novel target for breast cancer treatment.

## Materials and Methods

### Mice

Mice were purchased from Jackson Laboratories (Wild Type C57BL/6J, Stock #000664; *Lyve1^Cre^* C57BL/6, Stock #012601; *Csf1r^fl/fl^* C57BL/6, Stock #021212) and *Lyve1^Cre^* and *Csf1r^fl/fl^* mice were crossed in house. Animal care and procedures were approved by the Institutional Animal Care and Use Committee of the University of Minnesota (Minneapolis, MN) in accordance with the procedures detailed in the Guide for the Care and Use of Animals.

### Cell Culture

J774 and EO771 cell lines were cultured per ATCC recommendations and subjected to *Mycoplasma* testing (MycoAlert, VWR).

### Mammary Gland Isolation and Flow Cytometry

For analysis of immune cells within mammary glands, inguinal (#4) mammary glands were harvested from female 5-week and 12-week mice with inguinal lymph nodes removed. Mammary glands were digested with 1 mg/mL collagenase (Sigma-Aldrich), 400 U/mL hyaluronidase (Sigma-Aldrich), and 15 µg/mL DNase I (Sigma-Aldrich) for 45 minutes with shaking at 37°C. The digested mammary glands were filtered through a 70 µm cell strainer and pelleted by centrifugation at 300 × *g* for 5 minutes. Red blood cells were lysed with buffer containing 150 mmol/L ammonium chloride, 10 mmol/L potassium bicarbonate, and 0.1 mmol/L sodium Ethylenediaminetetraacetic acid (EDTA) at pH 7.4, and then resuspended in FACS buffer (PBS containing 2% FBS and 1 mmol/L EDTA). Cells were stained for extracellular markers in FACS buffer at room temperature and fixable viability dye (eBioscience) was used to identify viable cells. Fluorochrome conjugated primary antibodies were used to identify CD45 (BD Biosciences 30-F11), F4/80 (BioLegend BM8), CD11b (BD Biosciences M1/70), LYVE-1 (R&D Systems 223322), TIM4 (BioLegend F31-5G3), and Podoplanin (eBioscience 8.1.1). An antibody that is specific to mouse CD16 and CD32 (eBioscience, clone 93) was included to block Fc Receptor. Cells were fixed using 1% paraformaldehyde for 30 minutes at 4°C. Cells were permeabilized for 5 minutes at room temperature using 1X Flow Cytometry Perm Buffer (Tonbo biosciences). Samples were stained for intracellular protein CD206 (BioLegend C068C2) in 1X Perm Buffer. Flow cytometry was performed using an LSR Fortessa X-20 (BD Biosciences) and analyzed with FlowJo Software. t-distributed stochastic neighbor embedding (t-SNE) plots of the F4/80^+^CD11b^+^ population population were made in FlowJo software using CD206, PDPN, and TIM4 as parameters.

To examine HA binding *in vivo,* mammary glands from female 5-week-old wild-type C57BL/6 mice were harvested, dissociated, and prepared for flow cytometry as described above. Cells were stained for extracellular markers CD45 (BD Biosciences 30-F11), F4/80 (BioLegend BM8), CD11b (BD Biosciences M1/70), LYVE-1 (R&D Systems 223322), and biotinylated HA-binding peptide (HABP, VWR 80502-722), followed by streptavidin conjugated BV711 (BioLegend 405241) secondary antibody. HA binding was determined by mean fluorescent intensity of LYVE-1^−^ and LYVE-1^+^ macrophages.

### Immunostaining

For identification of macrophages within mammary glands, #4 mammary glands were harvested from female 5-week mice. Tissues were fixed in 4% paraformaldehyde and paraffin embedded, while tumors were fixed in 10% neutral buffered formalin and paraffin embedded. Following rehydration and heat-induced antigen retrieval for 20 minutes, sections were blocked for 1 hour in 10% normal goat serum and stained for LYVE-1 (1:50, R&D Systems #AF2125) and either CD206 (1:1,000, Abcam # ab64693) or F4/80 (Cell Signaling Technology, clone D2S9R) at 4°C overnight. The next day, sections were stained with biotinylated HABP (1:100, MilliporeSigma #385911) for 1 hour at room temperature. Sections were then incubated with secondary antibodies Streptavidin Alexa Fluor 647 (1:400, Thermo Fisher Scientific S32357), goat anti-rat Alexa Fluor 594 (1:400, Thermo Fisher Scientific A11012), and donkey anti-goat Alexa Fluor 488 (1:500, Thermo Fisher Scientific A11055) and sealed with DAPI ProLong Gold Antifade Mountant.

Additional slides were stained with hematoxylin and eosin. Slides were imaged using a Keyence BZ-X800 Series Microscope using the 20X objective and image stitching was done in proprietary Keyence software. Additional samples were stained with anti-phospho-Histone H3 (Cell Signaling Technology 9701) and DeadEnd fluorometric TUNEL System (Promega) and quantified at 40X magnification.

Alternatively, following antigen retrieval and blocking, sections were stained for CD8a (Cell Signaling Technology, clone D4W2Z) followed by secondary antibody donkey anti-Rabbit Alexa Fluor 488 (1:500, Invitrogen) and sealed with DAPI ProLong Gold Antifade Mountant. Slides were imaged and quantified using a Keyence BZ-X800 Series Microscope with the 40X objective.

### HA ELISA

To assess HA content in mammary tissue, #3 and #4 mammary glands were harvested from female 5-week and 15-week mice. EO771 tumors were harvested from *Csf1r^fl/fl^* or *Lyve1^Cre^Csf1r^fl/fl^* female mice at 1.5 cm^3^. Tissue was homogenized in RIPA buffer and centrifuged at 14,000 × *g*. Supernatant was collected, applied to an HA ELISA (Thermo Fisher Scientific #K1200), and HA content was normalized by tissue weight. Supernatant was also used to measure hyaluronidase function in a Hyaluronidase Activity ELISA (Echelon K-6000).

### Mammary Gland Isolation and qRT-PCR

Mammary glands were harvested from 15-week females and lymph nodes were removed. Tissue was homogenized in TriPure to extract RNA and cDNA was prepared using the qScript cDNA synthesis kit according to the manufacturers’ protocols. Gene expression was analyzed using the RT² Profiler PCR Array: Mouse Extracellular Matrix & Adhesion Molecules (Qiagen, PAMM-013ZA-2) with a Bio-Rad iQ5 system (*n* = 3). The 2^−ΔΔCt^ method was used to determine relative quantification of gene expression and normalized to five loading controls. Additional cDNA from the same samples was probed with primers specific for *Lyve1*, *Hyal1*, and *Hyal2* (27). The primer sequences are as follows: *Lyve-1* Forward- 5′-ACT TGC AGC TAT GGA TGG GT-3′, *Lyve-1* Reverse- 5′-GGA GTT AAC CCA GGT GTC GG-3′, *Hyal1* Forward- 5′-TGC TCA GAA AGT TTG GAG AAT GAA G-3′, *Hyal1* Reverse-5′-AAA GTC AGG AAG AGA GTA GAG ATG C-3′, *Hyal2* Forward-5′-TCT TCA CGC GTC CCA CAT AC-3′, *Hyal2* Reverse-5′-CAC TCT CAC CGA TGG TAG AGA TAA G-3′.

### Injection of EO771 and WNT-4226-65L Cells into the Mammary Fat Pad

The WNT-4226 cell line, provided by Dr. James Jackson (Tulane University, New Orleans, LA), was created from a spontaneous MMTV-*Wnt* tumor, as described by Shahbandi and colleagues (28, 29). To generate a cell line that reproducibly forms mammary tumor following orthotopic injection *in vivo*, the WNT-4226 line was orthotopically injected into the #4 mammary fat pad of female mice in a 50% Matrigel/PBS solution. Tumors were harvested, minced, and frozen in 10% DMSO in FBS. Tumor chunks were thawed and orthotopically implanted into the #4 mammary gland of female mice. Tumors were subsequently harvested and purified by anti-EpCAM microbeads (Milentyi Biotec #130-105-958) and cell lines were propagated *in vitro*, labeled WNT-4226-65L.

To induce tumor formation, 7.5 × 10^4^ EO771 cells or 1 × 10^6^ WNT-4226-65 L cells were resuspended in 50% Matrigel/PBS solution and orthotopically injected into the fourth mammary gland. Once palpable, tumors were measured using calipers every other day to determine growth rate and total tumor volume. Animals were humanely euthanized using CO_2_ once tumors reached endpoint (0.5 or 1.5 cm^3^). Tumors were harvested for flow cytometry, histologic analysis, immunofluorescence, or HA quantification.

### EO771 Lung Colonization Model

A total of 1 × 10^6^ EO771 tumor cells were injected via tail vein of *Csf1r^fl/fl^* or *Lyve1^Cre^Csf1r^fl/fl^* female mice. After 14 days, lungs were harvested, formalin fixed, and paraffin embedded. Lungs were stained by hematoxylin and eosin (H&E) and lung colonization was quantified as percent total area of the lung in ImageJ.

### *In Vitro* Induction of J774 Macrophages

To induce LYVE-1 expression *in vitro,* J774 cells were stimulated with 30 ng/mL *Escherichia coli*-derived mouse MCSF in base medium on day 0. On day 4, media was removed and cells were stimulated with 10 ng/mL *E. coli*-derived mouse IL4, 100 nmol/L dexamethasone in 75% EO771 conditioned media and 25% base media. Control wells received base media on day 0, and 25% base media and 75% DMEM on day 4. On day 7, media was removed and LYVE-1 (1:50, R&D Systems #AF2125) induction was quantified by flow cytometry. Flow cytometry was performed using an LSR Fortessa X-20 (BD Biosciences) and analyzed with FlowJo Software.

To analyze hyaluronidase content and function, LYVE-1 induced and control J774 macrophages were lysed in RIPA contained phosphatase and protease inhibitors. Hyaluronidase content was examined by Hyaluronidase ELISA (LS-Bio LS-F9648-1) and function was analyzed by hyaluronidase activity ELISA (Echelon K-6000).

### *In Vitro* HA Internalization

To evaluate HA internalization, 0.25 mg/mL TexasRed conjugated low molecular weight-hyaluronan (LMW-HA, 30 kDa, Echelon Biosciences) or TexasRed conjugated high molecular weight-hyaluronan (HMW-HA, 850 kDa, Echelon Biosciences) was added to wells with or without induction treatment for 45 minutes. Media was removed and cells were washed in PBS then scraped. To differentiate internalized HA compared with externally bound HA, cell surface proteins were cleaved with 0.5 mg/mL papain (Neta). Internalization was evaluated by flow cytometry. Flow cytometry was performed using an LSR Fortessa X-20 and analyzed with FlowJo Software. Additional samples were pretreated with a LYVE-1 blocking antibody or isotype control followed by culture with LMW-HA or HMW-HA and HA binding was assessed by flow cytometry.

### scRNA-seq and Analysis

EO771 tumors from *Csf1r^fl/fl^* or *Lyve1^Cre^Csf1r^fl/fl^* female mice were harvested at 1.5 cm^3^ (*n* = 2 per genotype) and dissociated via the method described above. Following red blood cell removal and blocking, cells were stained at room temperature with fixable viability dye (eBiosciences), CD45 (BD Biosciences, 30-F11), and respective hashtagging antibodies (TotalSeq A0301 anti-mouse Hashtag 1 or TotalSeq A0302 anti-mouse Hashtag 2). Cells were sorted with a BD FACSAria II cell sorter to enrich for CD45^+^ cells.

scRNA-seq libraries were constructed with the Chromium Single Cell 3′ Library and Reagent Kit v2 (10x Genomics) and the Chromium v2 Single Cell platform (10x Genomics). Libraries were sequenced at the University of Minnesota Genomics Center using one high-output run on a HiSeq 2500 instrument. Sequenced reads were assigned to gene expression libraries or HTO libraries, and mapped to the mouse genome (mm10), using cellranger v6.0.1 (10x Genomics) to produce cell-by-gene count matrices for further analysis using Seurat v4.3.0 (30, 31).

Preliminary clustering identified a subset of clusters with cells originating almost exclusively from the *Lyve1^Cre^Csf1r^fl/fl^* tumor in the second Chromium run. These four genes were identified as lymphocytes with high expression of ribosomal genes and were excluded from subsequent analysis. After removing these cells and reclustering, the remaining cells formed 17 distinct clusters.

Count matrices from cellranger were converted to Seurat objects using the function Read10X and filtered to include only cells flagged as singlets with <5% mitochondrial reads. RNA counts were processed in Seurat using the R function SCTransform with the percent of mitochondrial genes included in the “vars.to.regress” argument. Transformed counts were then passed to the R functions RunPCA, RunUMAP, and FindNeighbors using the first 30 principle components. Clusters were identified using the R function FindClusters with a clustering resolution of 0.6. Potential contaminant clusters were identified as clusters with >90% of cells originating from one of the four samples. Four clusters were identified as specific to the second *Lyve1^Cre^Csf1r^fl/fl^* tumor (“Tumor, Cre^+^, Rep2”) and all cells from all samples in those clusters were removed from subsequent analysis. Seurat AddModuleScore function was used to show expression of genes upregulated in LYVE-1^+^ cells in a previous study (18).

Gene set enrichment analyses (GSEA) were performed on lists of genes detected in at least 5% of cells in a comparison. Genes were ordered in the lists according to *P* value and direction of differential expression as determined using Seurat's FindAllMarkers. GSEA was performed using the GSEA function from ClusterProfiler v4.6.2 with a Benjamini–Hochberg FDR calculation (32). Mouse gene sets were restricted to lists with 30–500 genes from the MH (orthology-mapped hallmark gene sets), M2 (curated gene sets), and M5 (ontology gene sets) from the Molecular Signatures Database (MSigDB).

### Quantification and Statistical Analysis

Statistical analysis was performed using Student unpaired, two-tailed *t* test. Error bars represent SEM. Tumor growth sizes were compared by using two-way ANOVA with Tukey multiple comparison test on each timepoint. Significance is denoted as: *, *P <* 0.05; **, *P <* 0.01; ***, *P <* 0.001. Statistical details, including statistical tests used, number of animals, and precision measures, can be found in the figure legends of each figure. GraphPad Prism was used for statistical analysis calculations.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Kathryn L. Schwertfeger ()

### Data and Code Availability

- The data generated in this study are available from the lead contact upon request. The datasets used and analyzed for scRNA-seq experiments in the study are available in the NCBI Gene Expression Omnibus database under the accession number GSE241469.
- Original code is available at https://zenodo.org/record/8322142.
- Any additional information required to reanalyze the data reported in this article is available from the lead contact upon request.

## Results

### LYVE-1^+^ Macrophages Localize Near Stromal HA in the Nulliparous Mouse Mammary Gland and are Associated with ECM Regulation

In previously published studies, we have shown that depletion of macrophages using a colony-stimulating factor 1 receptor (CSF1R) inhibitor led to accumulation of HA within the mammary gland stroma (18). However, because CSF1R inhibition led to the depletion of both LYVE-1^+^ and LYVE-1^−^ macrophages, these studies did not define the specific phenotypic subset of macrophages that contributes to HA modulation. LYVE-1 is known to contribute to HA internalization and degradation by LECs and has recently been found to promote HA internalization by macrophages (12, 33). Therefore, we hypothesized that LYVE-1–expressing macrophages contribute to HA organization in the mammary gland stroma. To address this hypothesis, we utilized a genetic model of LYVE-1^+^ macrophage depletion in which *Lyve1-Cre* mice were crossed with *Csf1r*-floxed (*Csf1r^fl/fl^*) mice to generate *Lyve1^Cre^Csf1r^fl/fl^* mice. While this model has been used by others to study the functional contributions of LYVE-1^+^ macrophages to the maintenance of arterial tone (13), it has not previously been used to assess LYVE-1^+^ macrophage function in cancer models. Because CSF1R is vital for macrophage survival, all cells that express *Lyve1* will delete the *Csf1r* gene, resulting in depletion of LYVE-1^+^ macrophages. Other cell types that express LYVE-1 include LECs, megakaryocytes, and platelets, which do not express CSF1R (34).

We have previously determined that LYVE-1^+^ macrophages selectively associate with HA-containing regions of connective tissue in the mammary gland stroma (18). Thus, to validate the successful depletion of LYVE-1^+^ macrophages from the mammary glands, we assessed the localization of LYVE-1^+^ macrophages to HA-enriched stromal regions. Immunofluorescence staining demonstrated LYVE-1 colocalization with the tissue-resident macrophage marker CD206 and HABP in the capsular region of mammary glands from 5-week-old nulliparous female mice (Fig. 1A). In addition, LYVE-1 colocalized with the pan-macrophage marker F4/80 and HABP in the stromal compartment of mammary glands (Fig. 1B). Further supporting the successful depletion of LYVE-1^+^ macrophages in this model, LYVE-1^+^ macrophages were reduced within the HA-associated compartments in mammary glands from *Lyve1^Cre^Csf1r^fl/fl^* mice (Fig. 1A and B). These data demonstrate effective depletion of LYVE-1^+^ macrophages in our genetic model and distinct colocalization of LYVE-1^+^ macrophages with HA in mammary stroma.

**FIGURE 1:**
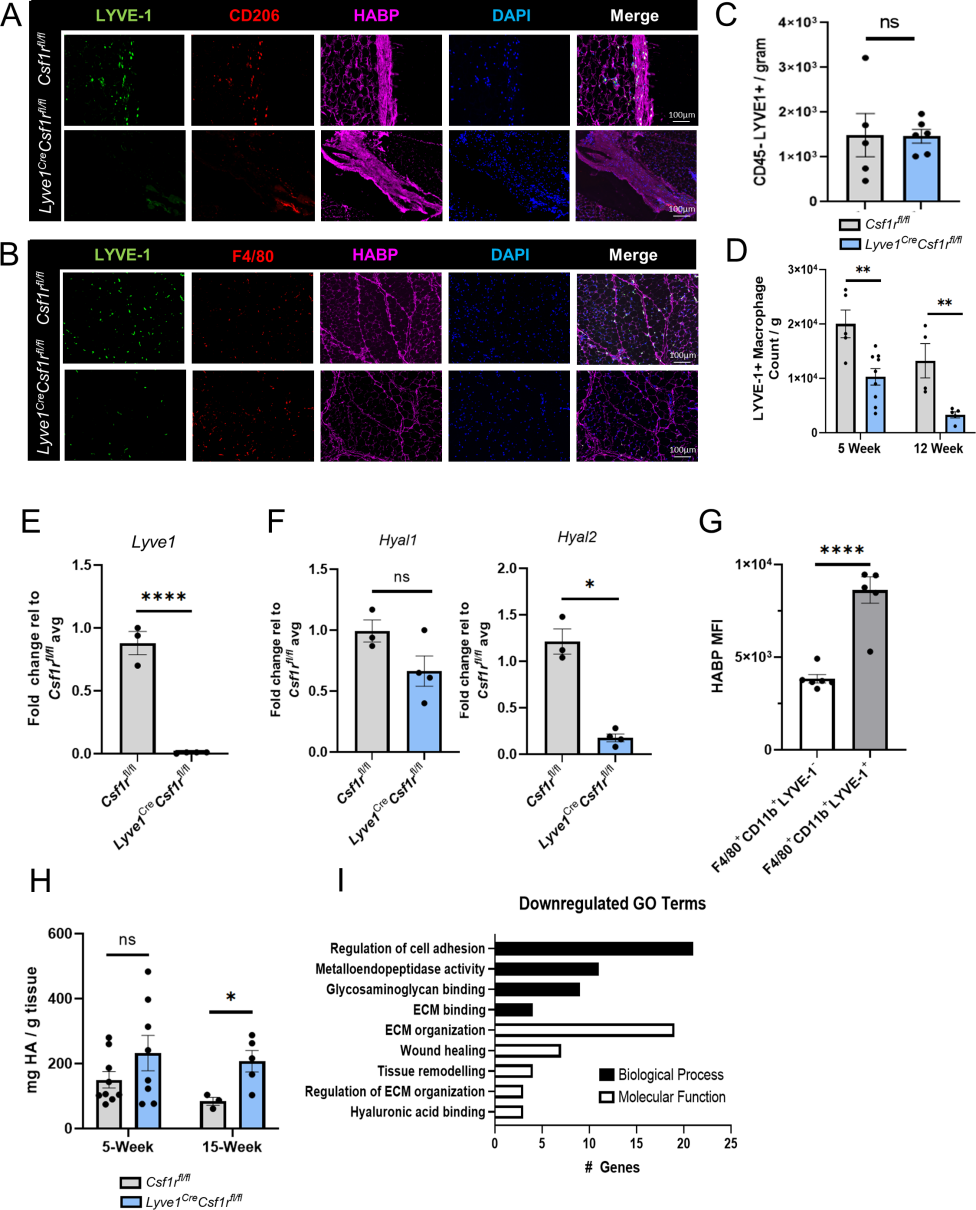
LYVE-1^+^ macrophages localize near stromal HA in the nulliparous mouse mammary gland and are associated with ECM regulation. **A,** Representative images from mammary gland capsular regions of 5-week *Csf1r^fl/fl^* (top) and *Lyve1^Cre^Csf1r^fl/fl^* (bottom) mice immunostained for LYVE-1 (green), CD206 (red), HABP (magenta), and DAPI (blue; *n* = 4 per genotype). **B,** Representative images from mammary gland stroma regions of 5-week *Csf1r^fl/fl^* (top) and *Lyve1^Cre^Csf1r^fl/fl^* (bottom) mice immunostained for LYVE-1 (green), F4/80 (red), HABP (magenta), and DAPI (blue; *n* = 4 per genotype). **C,** Mammary glands from 5-week *Csf1r^fl/fl^* (gray) and *Lyve1^Cre^Csf1r^fl/fl^* (blue) female mice were assessed for CD45^−^LYVE-1^+^ frequency by flow cytometry. **D,** Mammary glands from 5-week *Csf1r^fl/fl^* (gray) and *Lyve1^Cre^Csf1r^fl/fl^* (blue) female mice were assessed for CD45^+^F4/80^+^CD11b^+^ LYVE-1^+^ macrophage count by flow cytometry. Fold change of *Lyve1* (**E**), *Hyal1*, and *Hyal2* (**F**) RNA expression from 15-week *Csf1r^fl/fl^* (gray) and *Lyve1^Cre^Csf1r^fl/fl^* (blue) female mice. **G,** MFI of HABP in mammary glands assessing CD45^+^F4/80^+^CD11b^+^LYVE-1^−^ and CD45^+^F4/80^+^CD11b^+^LYVE-1^+^ macrophages. **H,** Mammary gland from 5-week and 15-week *Csf1r^fl/fl^* (gray) and *Lyve1^Cre^Csf1r^fl/fl^* (blue) female mice assessed for HA by ELISA and normalized by weight. **I,** Female mammary glands assessed by ECM qRT-PCR array with differentially downregulated genes associated with biological process Gene Ontology (GO) terms (black) and molecular function GO terms (white; *n* = 3 per genotype). *, *P <* 0.05; **, *P <* 0.01; ****, *P <* 0.0001, using Student *t* test. Scale bars, 100 µm. Each dot represents one mouse.

To quantify the extent of depletion of LYVE-1^+^ macrophages in this model, mammary glands were isolated from 5-week female *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice and analyzed by flow cytometry. No changes were observed in CD45^−^LYVE-1^+^ cell counts, indicating that nonimmune LYVE-1^+^ cells, such as LECs, were retained in the mammary glands of these mice (Fig. 1C; Supplementary Fig. S1A). Additional studies were performed to quantify total and LYVE-1^+^ macrophage populations in mammary glands from nulliparous female *Lyve1^Cre^Csf1r^fl/fl^* and control *Csf1r^fl/fl^* mice using flow cytometry. While there were downward trends in total macrophage counts in mammary glands from *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice at both 5 and 12 weeks of age (Supplementary Fig. S1B), these differences did not reach statistical significance. However, a significant reduction in the number of LYVE-1^+^ macrophages was observed in mammary glands from *Lyve1^Cre^Csf1r^fl/fl^* mice compared with *Csf1r^fl/fl^* mice at both timepoints (Fig. 1D; Supplementary Fig. S2). These data indicate that LYVE-1^+^ macrophages are found in association with HA and are effectively depleted in the normal mammary gland.

Because we have previously found LYVE-1^+^ macrophages localize to HA-enriched stromal regions of mammary glands (18), initial studies were performed to determine the role of LYVE-1^+^ macrophages in orchestrating general HA-associated remodeling in the whole mammary gland. RNA was extracted from whole mammary glands, including their fat pads, from female *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice at 15 weeks of age. As expected, there was a significant reduction in *Lyve1* expression in whole mammary glands from *Lyve1^Cre^Csf1r^fl/fl^* mice compared with control mice (Fig. 1E). To investigate HA regulation in mammary glands, expression of the HA degrading enzymes hyaluronidase (HYAL) 1 and 2 were analyzed by qRT-PCR. While there was not a significant difference in *Hyal1* expression, *Hyal2* expression was downregulated in mammary glands from *Lyve1^Cre^Csf1r^fl/fl^* mice compared with controls, suggesting that depletion of LYVE-1^+^ macrophages correlates with reduced expression of HA degrading enzymes in the mammary gland (Fig. 1F). To determine whether LYVE-1^+^ macrophages are capable of binding HA *in vivo*, flow cytometry was performed on macrophages isolated from mammary glands from wild-type C57BL/6 mice. Quantification of HABP mean fluorescent intensity (MFI) demonstrated that more HA was bound to LYVE-1^+^ macrophages compared with LYVE-1^−^ macrophages (Fig. 1G). Finally, to determine whether depletion of LYVE-1^+^ macrophages alters HA accumulation in the mammary gland, an ELISA was performed to quantify HA levels in mammary glands from 5- and 15-week-old nulliparous female mice. While no differences in HA levels were observed in mammary glands from 5-week-old mice, there was a significant increase in HA in *Lyve1^Cre^Csf1r^fl/fl^* mammary glands from 15-week-old mice, which correlates with the reduction in *Hyal2* expression in mammary glands from these mice (Fig. 1H). These data indicate that LYVE-1^+^ macrophages bind HA and that their presence correlates with the expression of genes associated with HA degradation, suggesting a role for LYVE-1^+^ macrophages in HA regulation in the mammary gland.

To determine whether LYVE-1^+^ macrophages have effects on other aspects of ECM remodeling, expression levels of additional genes associated with ECM adhesion and remodeling were analyzed using a targeted qRT-PCR array. Analysis of RNA isolated from whole mammary gland tissue demonstrated that LYVE-1^+^ macrophage depletion correlated with reduced expression of metalloproteases, ECM genes such as *Fn1*, integrins, cell adhesion molecules, and collagens such as *Col1a1* and *Col2a1* (Supplementary Fig. S3A; Fig. 1I). Despite the changes in collagen and *Fn1* genes, no changes in pro-collagen 1 alpha 1 (Col1a1) or fibronectin were identified in female mammary glands by ELISA. These findings suggest that in contrast to HA, depletion of LYVE-1^+^ macrophages may not significantly impact the levels of other ECM components in mammary tissue (Supplementary Fig. S3B and S3C).

Because changes in stromal HA in the mammary glands of pubertal mice were observed with LYVE-1^+^ macrophage depletion, further studies were performed to determine whether LYVE-1^+^ macrophage depletion affects ductal elongation in the mammary gland. Mammary glands were harvested from *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice at 7 weeks of age and whole mounts were analyzed for ductal elongation (Supplementary Fig. S3D). We did not observe significant changes in ductal elongation at this timepoint, suggesting that the changes in stromal HA are not sufficient to impact ductal elongation in the mammary gland. These findings indicate that depletion of LYVE-1^+^ macrophages in the mammary gland correlates with altered expression of tissue remodeling factors and increased HA accumulation, but that these changes do not directly impact ductal elongation.

### Identification and Localization of LYVE-1^+^ Macrophages in Mammary Tumors

In addition to providing structural support for normal tissues, HA is also a prominent structural component found in tumors (35). Thus, further studies focused on determining the interactions between LYVE-1^+^ macrophages and HA in mammary tumors. Using the 4T1 mammary tumor model, we have previously shown that LYVE-1^+^ macrophages localize to the peritumoral HA-containing stroma (18). Because the *Lyve1^Cre^Csf1r^fl/fl^* model is maintained on the C57BL/6 background, we performed further studies using the C57BL/6-derived EO771 mammary tumor model (36). Initial studies assessed the localization of LYVE-1^+^ macrophages within the HA-containing peritumoral stroma. Similar to the 4T1 model, LYVE-1^+^ and F4/80^+^ macrophages were found to be associated with the tumor margin (Fig. 2A). Furthermore, LYVE-1^+^ and F4/80^+^ macrophages were found to localize in close proximity to HA dense tumor regions within the peritumoral stroma (Fig. 2A).

**FIGURE 2:**
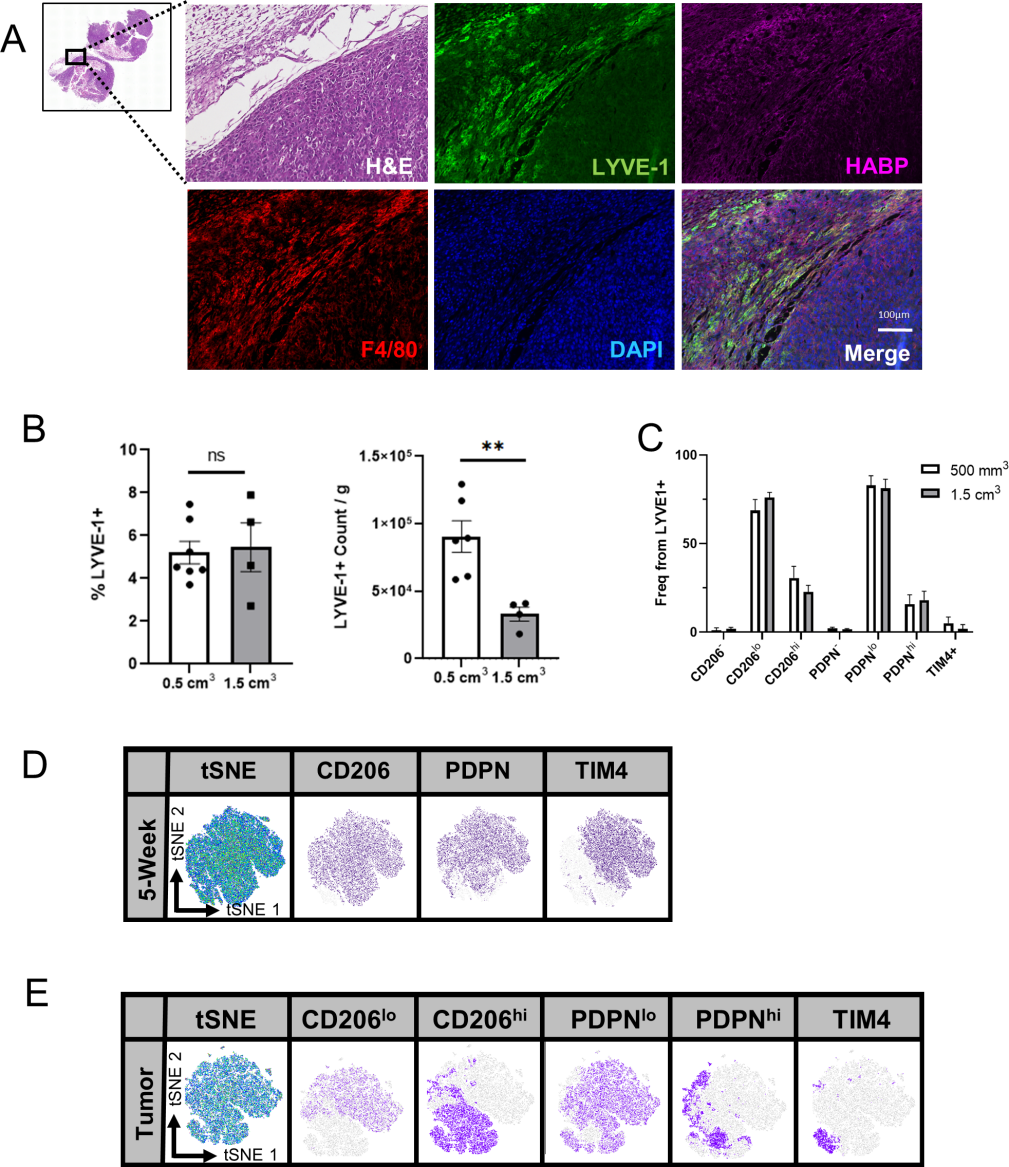
Identification and localization of LYVE-1^+^ macrophages in mammary tumors. **A,** Representative images from formalin-fixed and paraffin-embedded (FFPE) sections of EO771 tumors from *Csf1r^fl/fl^* mice stained by H&E, and immunostained for LYVE-1 (green), HABP (magenta), F4/80 (red), and DAPI (blue; *n* = 5). CD45^+^F4/80^+^CD11b^+^LYVE-1^+^ macrophage count, CD45^+^F4/80^+^CD11b^+^LYVE-1^+^ macrophage count normalized to tumor weight (**B**), and frequency of CD206, PDPN, and TIM4 from CD45^+^F4/80^+^CD11b^+^LYVE-1^+^ macrophage subset in EO771 tumors from C57BL/6 mice (**C**). FlowJo generated tSNE plots from CD45^+^F4/80^+^CD11b^+^LYVE-1^+^ subset in 5-week female mammary glands (**D**), and EO771 C57BL/6 tumors (**E**). **, *P <* 0.01. Scale bars, 100 µm. Each dot represents one mouse.

On the basis of our findings that LYVE-1^+^ macrophages are associated with a phenotype linked with ECM remodeling, which is important for tumor growth and progression, we sought to examine the presence and function of LYVE-1^+^ macrophages in tumors. A total of 7.5 × 10^4^ EO771 mammary tumor cells were orthotopically implanted into the mammary fat pads of recipient C57BL/6 mice and mammary tumors were harvested at sizes of 0.5 and 1.5 cm^3^, representing early- and late-stage tumors, and LYVE-1^+^ macrophages were evaluated by flow cytometry (Fig. 2B). LYVE-1^+^ macrophages were considered CD45^+^, F4/80^+^, CD11b^+^ as shown in representative flow plots (Supplementary Fig. S4). No changes in LYVE-1^+^ macrophage frequency were found between tumor sizes; however, a reduction in LYVE-1^+^ macrophage count was found in the 1.5 cm^3^ tumors (Fig. 2B).

Other studies have shown that LYVE-1^+^ macrophages may express additional cell surface markers such as CD206, PDPN, and TIM4 (14, 37–38). Thus, further investigation of the overlap between these markers and LYVE-1 was performed in both the normal mammary gland and in mammary tumors to evaluate the heterogeneity of tumor-associated LYVE-1^+^ macrophages. Heterogeneity was confirmed with flow cytometric analysis of both normal mammary gland and EO771 tumors, with varying expression of CD206, PDPN, and TIM4 observed (Fig. 2C–E). Expression of CD206, PDPN, and TIM4 did not change as tumors grew, suggesting that their expression was not associated with tumor stage. Using FlowJo to generate tSNE plots, CD206 and PDPN were largely coexpressed throughout the population in normal mammary glands (Fig. 2D; representative flow plots in Supplementary Fig. S4). TIM4 expression, typically associated with tissue-resident macrophages (37, 39), was found in approximately half of mammary gland LYVE-1^+^ macrophages. Unlike macrophages in the mammary gland, tumor-associated macrophages expressed CD206 and PDPN with greater variability, producing CD206^−^, CD206^lo^, and CD206^hi^ populations, and PDPN^−^, PDPN^lo^, and PDPN^hi^ populations, respectively (Fig. 2E). In contrast to the high levels of TIM4 expression in LYVE-1^+^ macrophages in the normal mammary gland, TIM4 expression in LYVE-1^+^ macrophages from tumors was limited, suggesting that there may be different origins between mammary gland and tumor LYVE-1^+^ macrophages. The small population of TIM4^+^ cells was found with the CD206^hi^ population, while the PDPN^hi^ population largely aligned with the CD206^hi^ group. These data demonstrate that LYVE-1^+^ macrophages exhibit phenotypic diversity in a context-dependent manner.

### Genetic Depletion of LYVE-1^+^ Macrophages Delays Mammary Tumor Growth

Further studies were performed to evaluate the contributions of LYVE-1^+^ macrophages to tumor growth using the *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice. A total of 7.5 × 10^4^ EO771 tumor cells were orthotopically implanted into mammary fat pads of *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice and tumors were grown to 1.5 cm^3^. EO771 tumors from *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* were stained by H&E and immunostained with LYVE-1, CD206, and HABP (Fig. 3A). CD206^+^ macrophages were found in both the tumor parenchyma and the peritumoral stroma, while LYVE-1^+^ macrophages were primarily localized in the tumor stroma. In *Lyve1^Cre^Csf1r^fl/fl^* mice, LYVE-1^+^ and CD206^+^ macrophages were effectively depleted, while CD206^+^ macrophages in the parenchyma were retained (Fig. 3A). This suggests the presence of a distinct peritumoral CD206^+^LYVE-1^+^ macrophage subset, independent from the parenchymal CD206^+^LYVE-1^−^ subset.

**FIGURE 3:**
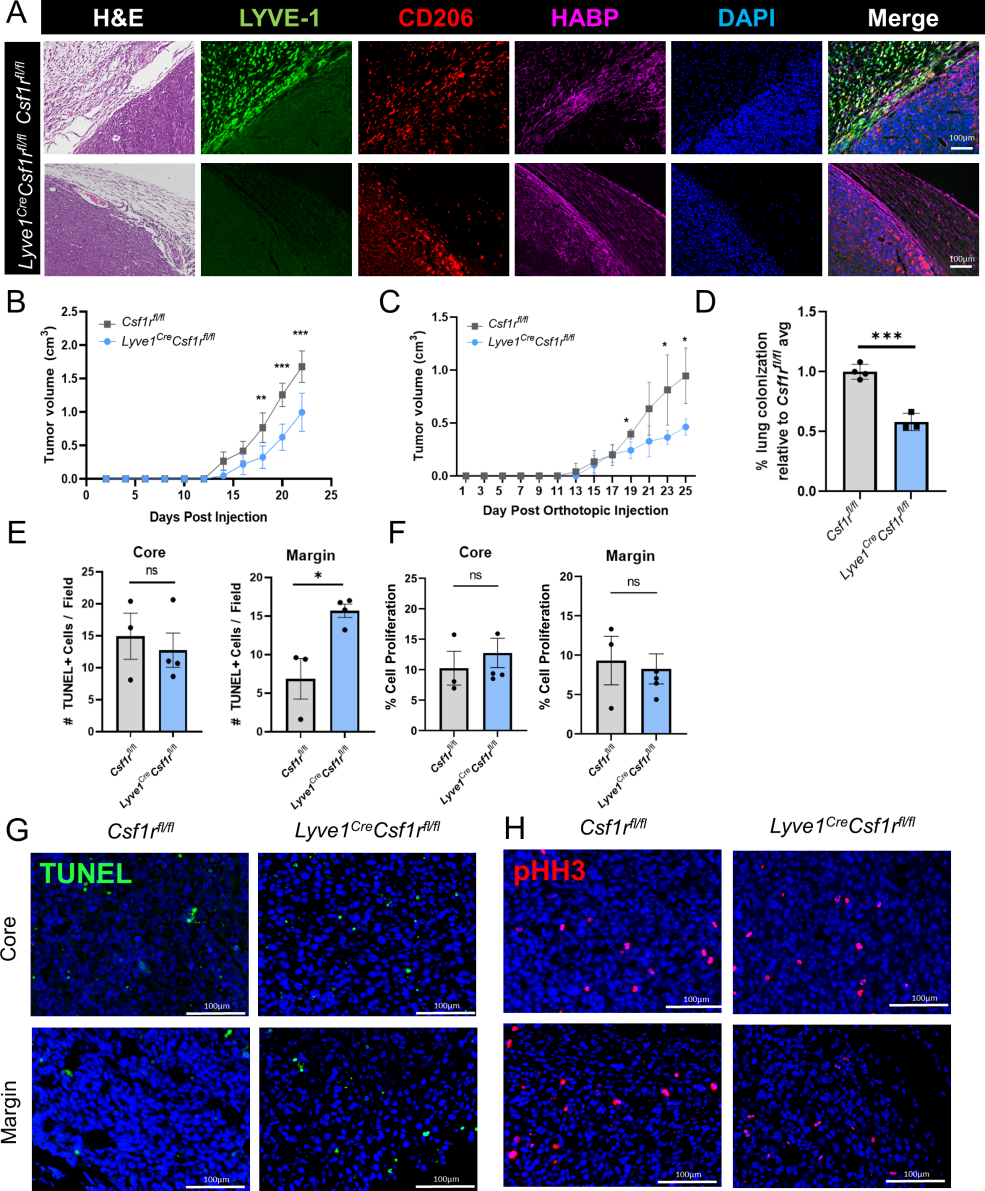
Genetic depletion of LYVE-1^+^ macrophages delays mammary tumor growth. **A,** Representative images from FFPE sections of EO771 tumors from *Csf1r^fl/fl^* (top) and *Lyve1^Cre^Csf1r^fl/fl^* (bottom) mice stained by H&E, and immunostained for LYVE-1 (green), HABP (magenta), CD206 (red), and DAPI (blue; *n* = 5). **B,** EO771 tumor growth curve from *Csf1r^fl/fl^* (gray, *n* = 4) and *Lyve1^Cre^Csf1r^fl/fl^* (blue, *n* = 4) mice, cutoff when the first mouse reaches endpoint. **C,** WNT-4226-65 L tumor growth curve from *Csf1r^fl/fl^* (gray, *n* = 4) and *Lyve1^Cre^Csf1r^fl/fl^* (blue, *n* = 4) mice, cutoff when the first mouse reaches endpoint. **D,** Lung colonization of EO771 tumor cells measured by H&E staining. Colonization is quantified as percent colonization per lung by area, relative to experimental *Csf1r^fl/fl^* average. Quantification of TUNEL (**E**) and pHH3 (**F**) staining of EO771 tumors from *Csf1r^fl/fl^* (gray) and *Lyve1^Cre^Csf1r^fl/fl^* (blue) mice from the core and margin. Representative images of TUNEL (**G**) and pHH3 (**H**) staining of EO771 tumors from *Csf1r^fl/fl^* and *Lyve1^Cre^Csf1r^fl/fl^* mice from the core and margin. *, *P <* 0.05; **, *P <* 0.01. Scale bars, 100 µm. Each dot represents one mouse.

We found that EO771 tumors grown in *Lyve1^Cre^Csf1r^fl/fl^* mice showed a reduction in the rate of tumor growth compared with tumors in *Csf1r^fl/^^fl^* mice (Fig. 3B; Supplementary Fig. S5A and S5B). These findings were validated in a secondary model using the WNT-4226-65 L mammary tumor cell line, a cell line that was generated from a spontaneous MMTV-*Wnt1* tumor (28, 29), which we then subsequently passaged *in vivo* to generate a cell line that reproducibly forms mammary tumors in mice. A total of 1 × 10^6^ WNT-4226-65 L cells were orthotopically implanted into mammary fat pads of *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice and tumors were grown to 1.5 cm^3^ (Fig. 3C; Supplementary Fig. S5C and S5D). As an additional control, tumor growth was measured in *Lyve1^Cre/Cre^Csf1r^wt/wt^* mice and no change was found compared with the *Csf1r^fl/fl^* mice (Supplementary Fig. S5E). These results demonstrate that the reduction in tumor growth observed in *Lyve1^Cre^Csf1r^fl/fl^* mice is due to the loss of LYVE-1^+^ macrophages and not a result of Cre recombinase expression.

Because metastasis is the leading cause of cancer-related death, we next examined the contributions of LYVE-1^+^ macrophages to metastasis in the lung. Because we have not found robust metastasis of EO771 cells following orthotopic transplantation, a lung colonization model was used. LYVE-1^+^ macrophage depletion led to a reduction in growth of tumor cells in the lung following tail vein injection, indicating that LYVE-1^+^ macrophages support lung colonization (Fig. 3D).

Because of the observed reduction in tumor growth, further studies were performed to assess the effects of LYVE-1^+^ macrophage depletion on proliferation and apoptosis in the tumor. To investigate tumor apoptosis, TUNEL staining was performed on tumors derived from *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/fl^* mice. The tumor margin was defined as the region within 5 mm of the tumor edge, while the tumor core was defined as the region > 5 mm from the tumor edge. Quantification of apoptosis revealed that while no changes were observed in apoptosis in the tumor core, increased apoptosis was observed in *Lyve1^Cre^Csf1r^fl/fl^* mice compared with *Csf1r^fl/fl^* mice at the tumor margin (Fig. 3E and G). Immunofluorescent staining for phospho-Histone H3 identified no changes in proliferation in *Lyve1^Cre^Csf1r^fl/fl^* compared with *Csf1r^fl/fl^* mice at either the core or margin (Fig. 3F and H). These data indicate that the loss of LYVE-1^+^ macrophages correlates with increased tumor cell death at the margin, which is in proximity to peritumoral LYVE-1^+^ macrophages.

### LYVE-1 Expression Correlates with HA Internalization

LYVE-1^+^ macrophages are linked to glycosaminoglycan binding and their depletion correlates with increased HA levels in the mammary gland (Fig. 1H), suggesting that LYVE-1^+^ macrophages may contribute to HA degradation. Thus, further studies were performed to determine whether tumor-associated LYVE-1^+^ macrophages modulate HA in the tumor microenvironment. While LYVE-1 on LECs and macrophages has been shown to internalize HA prior to degradation by hyaluronidases, this function has not previously been described in the context of cancer (12, 33). Therefore, we examined macrophage-mediated HA internalization using an *in vitro* cell culture system. Because J774 macrophages express low levels of LYVE-1, LYVE-1 expression was induced using a combination of dexamethasone, MCSF, IL4, and EO771-derived conditioned media, a method previously described by Dollt and colleagues (40). Subsequently, expression of LYVE-1 was assessed by flow cytometry. A significant increase in LYVE-1 expression was observed upon treatment of J774 cells with this combination of factors (Fig. 4A). Expression of CD44, another key HA binding cell surface protein, was not altered upon treatment with these factors (Fig. 4B).

**FIGURE 4:**
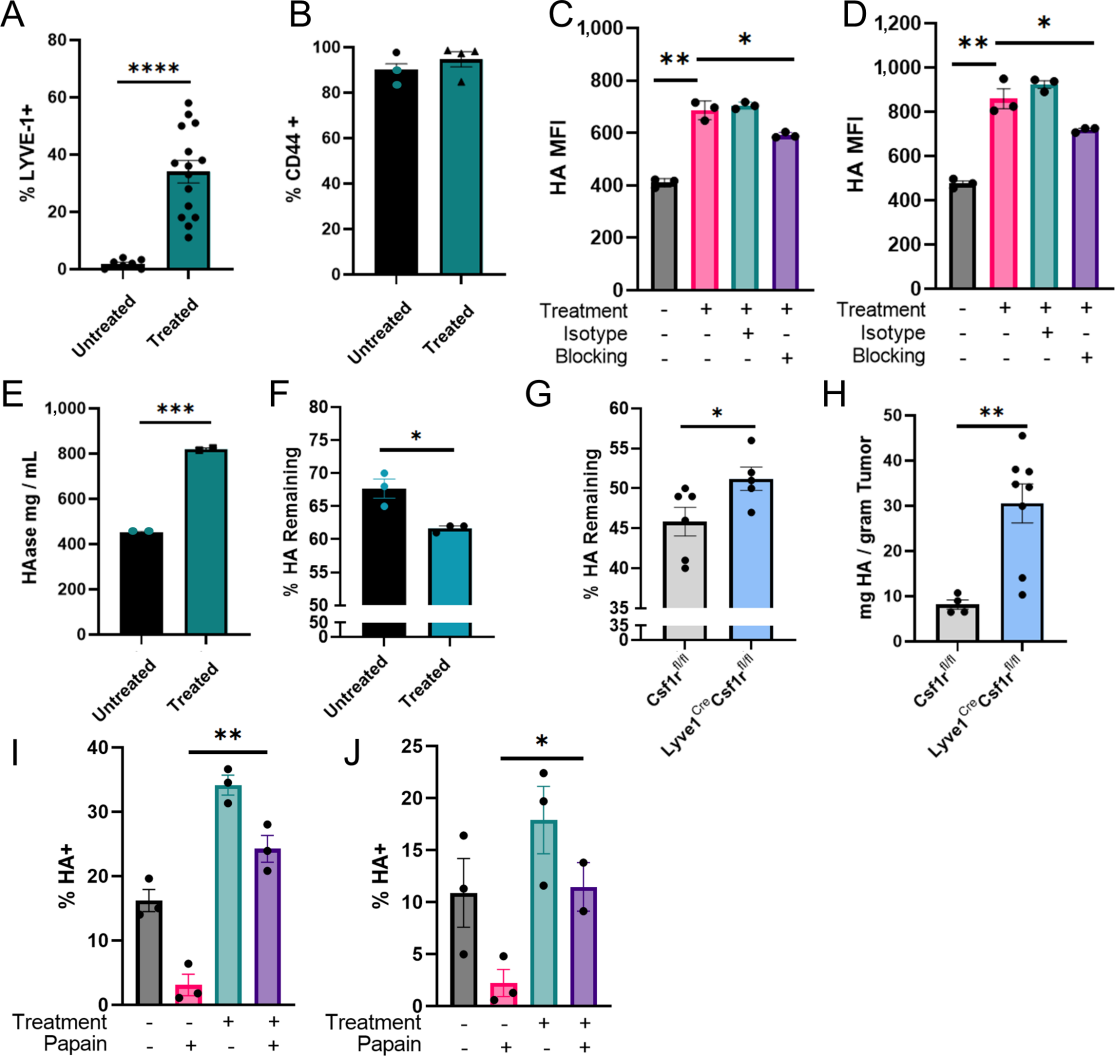
LYVE-1 expression correlates with HA internalization. J774 macrophages untreated or treated with MCSF, IL4, dexamethasone, and EO771 conditioned media assessed for LYVE-1 expression (**A**) and CD44 expression (**B**) by flow cytometry. J774 macrophages untreated or treated with MCSF, IL4, dexamethasone, and EO771 conditioned media and pretreated with an isotype control or LYVE-1 blocking antibody followed by incubation with LMW-HA (**C**) or HMW-HA (**D**) and assessed by flow cytometry. Untreated and treated J774 macrophages assayed for hyaluronidase protein by ELISA (**E**) and hyaluronidase activity assay (**F**). **G,** Tumor lysates from *Csf1r^fl/fl^* and *Lyve^Cre^ Csf1r^fl/fl^* mice assayed by HA Activity ELISA (*n* = 5). **H,** EO771 tumors from *Csf1r^fl/fl^* (gray) and *Lyve^Cre^ Csf1r^fl/fl^* (blue) mice assessed for HA by ELISA and normalized by weight. J774 macrophages untreated or treated and incubated with LMW-HA (**I**) or HMW-HA (**J**) and assessed for HA internalization by flow cytometry. *, *P <* 0.05; **, *P <* 0.01; ***, *P <* 0.001; ****, *P <* 0.0001. Each dot represents one replicate.

To validate the dependence of HA binding on LYVE-1, J774 cells treated with or without MCSF, IL4, and EO771-derived conditioned media were pretreated with a LYVE-1 blocking antibody or isotype control prior to incubation with fluorescently-labeled LMW-HA (30 kDa) or HMW-HA (850 kDa) and analyzed by flow cytometry. A reduction in HA binding was observed in samples that were treated with the LYVE-1 blocking antibody, suggesting that LYVE-1 functionally contributes to the ability of macrophages to bind HA (Fig. 4C and D).

Further studies were performed to examine hyaluronidase expression and function following treatment of J774 cells with these factors. We found that higher levels of LYVE-1 expression correlate with increased levels of hyaluronidase protein as determined by ELISA (Fig. 4E). Furthermore, macrophages with higher levels of LYVE-1 expression also demonstrate an enhanced ability to fragment HA in an HA activity ELISA (Fig. 4F). These findings suggest a correlation between LYVE-1 expression on macrophages and enhanced ability to degrade HA. These findings were validated *in vivo,* as tumor lysates from *Lyve1^Cre^Csf1r^fl/fl^* mice had diminished capacity to degrade HA compared with *Csf1r^fl/f^* control mice (Fig. 4G). Furthermore, tumors harvested from *Lyve1^Cre^Csf1r^fl/fl^* mice were associated with higher levels of HA than tumors harvested from control mice, suggesting that similar to the normal mammary gland, LYVE-1^+^ macrophages also contribute to HA modulation in mammary tumors (Fig. 4H).

HA internalization has been linked to HA degradation in other cell types (33). To assess the ability of LYVE-1–expressing J774 macrophages to internalize HA, J774 cells were treated with or without MCSF, IL4, and EO771-derived conditioned media and incubated with fluorescently-labeled LMW-HA or HMW-HA. The cells were then subjected to papain treatment, which cleaves extracellular proteins. This step allows for the detection of internalized HA rather than externally bound HA (12). The results from these experiments indicate that higher levels of LYVE-1 expression correlate with increased internalization of both LMW- and HMW-HA, indicating internalization of HA is irrespective of size (Fig. 4I and J). Together, these findings indicate that LYVE-1 expression levels on macrophages correlate with an enhanced ability to internalize and degrade HA, which is consistent with the finding that depletion of LYVE-1^+^ macrophages results in increased HA accumulation *in vivo*.

### Identification of Macrophage Subsets in the Tumor Microenvironment by scRNA-seq

The LYVE-1^+^ macrophage depletion model provides the unique opportunity to determine how loss of LYVE-1^+^ macrophages affects tissue remodeling and other phenotypes within the remaining macrophages. To assess this, scRNA-seq was performed on CD45^+^ immune cells isolated from EO771-derived mammary tumors from *Lyve1^Cre^Csf1r^fl/fl^* and *Csf1r^fl/f^* mice. 

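The cells came from 4 tumors, 2 per genotype, in 2 Chromium runs, and each run pooled 1 tumor of each genotype. The authors deposited the UMIs counted per gene and cell barcode, the counts of both hashtag antibodies in the same barcodes, and corrected counts from SCTransform for the cells they kept. The kept cells, 53.3% of the barcodes, were analysed here from their uncorrected UMIs. A table of the authors names the hashtag of each tumor. Hashtag A0301 marked the *Csf1r fl/fl* tumor of run 1 and the *Lyve1 CreCsf1r fl/fl* tumor of run 2, and A0302 marked the others. Each cell was given to the tumor of its run with the highest normalized hashtag count, which gave 8699 and 7786 cells from the *Csf1r fl/fl* tumors of runs 1 and 2 and 7173 and 4771 cells from the *Lyve1 CreCsf1r fl/fl* tumors. The median number of UMIs per cell was 4657 and 3964 in the *Csf1r fl/fl* tumors and 3721 and 4253 in the *Lyve1 CreCsf1r fl/fl* tumors. Genotypes were compared on UMIs summed per tumor within a cluster, with n = 2 tumors per genotype, since cells of a tumor are not replicates. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact permutation test of 2 tumors against 2 cannot give a two-sided p below 0.333. Tumors of the same run were captured together, so results with the run as a block in the fit are given where they change a call.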

A total of 7.5 × 10^4^ EO771 cells were orthotopically implanted into mammary fat pads of female mice and tumors were harvested at a size of 1.5 cm^3^ for flow cytometry. Viable CD45^+^ cells were sorted from two tumors per genotype and applied to the 10X Chromium platform using TotalSeq hashtag oligos to distinguish samples and identify gel beads containing cells from more than one sample. 

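Clustering the kept cells together with all other singlets with under 5% mitochondrial UMIs, at a resolution of 0.6, gave 19 clusters. Of these, 4 had more than 90% of their cells from the *Lyve1 CreCsf1r fl/fl* tumor of run 2. They held 2865, 1887, 228 and 184 cells, of which 97.1%, 96.1%, 96.1% and 92.4% came from that tumor. Ribosomal protein genes took 30.2%, 36.8%, 32.0% and 22.6% of their UMIs. The genes that led them, named here after their values were seen, were *Ighd* and *Ebf1* in the largest, *Dapl1* and *Lef1* in the second, *Ighd* and *Fcer2a* in the third, and *Ighg2b* and *Ighg2c* in the smallest. Among the cells that the authors kept were 2, 34, 1 and 0 cells of these clusters, and clustering the kept cells alone gave 17 clusters.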

Clustering revealed 18 unique populations; however, one cluster was removed because of high expression of ribosomal genes.

Immune populations were identified in 16 of the 17 clusters, with cluster 14 considered contaminating stromal cells (Fig. 5A). 

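Each rebuilt cluster was matched to a cluster of the paper by a list of marker genes for its cell type. Each list was used once, except that the granulocyte list served for both cluster 0 and cluster 16. Cluster 14 held 238 cells with a median of 46718 UMIs, against 4145 UMIs over all kept cells, and 4 of the 9 stromal or tumor cell markers were among its 10 leading genes. In cluster 2, 6 of the 7 mature dendritic cell markers were among the 10 leading genes, and in cluster 13, 3 of the 7 markers of cDC1. Cluster 15, with 75 cells, had 5 of the 8 B-cell markers among its 10 leading genes. In cluster 16, with 41 cells, 6 B-cell markers and 0 of the 9 granulocyte markers were among the 10 leading genes, while *S100a8*, *S100a9* and *Lyz2* together were at 841 UMIs per 10000. Scrublet called 68.0% of the cells of cluster 15 and 80.5% of those of cluster 16 doublets.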

Lineage markers *Cd8a, Foxp3, Nkg7, Csf1r, Cd19*, and *S100a9* were used to identify CD8^+^ T cells, regulatory T cells, NK cells, macrophages, B cells, and granulocytes, respectively (Supplementary Fig. S6). 

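The levels of these markers are given as UMIs per 10000 UMIs of a cluster, as the mean ± SD over the *Csf1r fl/fl* tumors (n = 2). *Nkg7* reached 19.5 ± 3.2 in cluster 4 and 17.3 ± 2.0 in cluster 5, so it was as high in the CD8+ T cells of cluster 4 as in NK cells. It was lower in clusters 10 and 8, at 12.5 and 6.89. *Csf1r* was highest in cluster 1, at 2.43 ± 0.04, and followed by cluster 9, at 2.17 ± 0.06.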

Cluster 0 was enriched in *S100a8* and *S100A9*, consistent with granulocytes. 

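In the *Csf1r fl/fl* tumors, *S100a9* was at 665 ± 2.5 UMIs per 10000 in cluster 0 and *S100a8* at 511 ± 122 (mean ± SD, n = 2). Of the clusters with cells of both tumors, the next highest, cluster 12, had 46.6 UMIs per 10000 of *S100a9* and 31.3 of *S100a8*. Cluster 0 held 6543 cells, with a median of 2176 UMIs.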

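*Lyz2* was higher in cluster 1 than in the other clusters of the *Csf1r fl/fl* tumors, at 65.3 ± 7.8 UMIs per 10000 (mean ± SD, n = 2). *Ly6c2* was at 27.5 ± 3.4 in cluster 1 and at 32.1 ± 2.2 in cluster 12, which carried the markers of plasmacytoid dendritic cells.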

Cluster 1 was associated with high levels of *Ly6c2* and *Lyz2*, consistent with monocytes. Clusters 4, 6, 8, 10, and 11 expressed high levels of *Cd3e*, consistent with T cells. 

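*Cd3e* was at 6.62, 5.41, 4.39, 3.67 and 3.09 UMIs per 10000 in clusters 4, 6, 8, 10 and 11 of the *Csf1r fl/fl* tumors (means, n = 2). It was at most 0.748 in the other clusters with cells of both tumors, the highest of which was cluster 7.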

Within these T-cell clusters, cluster 4, 8, and 10 expressed *Cd8a* while cluster 6 and 11 expressed *Cd4* and *Foxp3*, representing CD8 and regulatory T cells, respectively. 

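*Cd8a* was at 6.21 ± 0.94 UMIs per 10000 in cluster 4, 2.92 ± 0.48 in cluster 10 and 1.12 ± 0.23 in cluster 8 of the *Csf1r fl/fl* tumors (mean ± SD, n = 2). Cluster 8 also had *Cd4* at 0.58 ± 0.25, and its *Cd8a* level was that of cluster 12, at 1.11 ± 0.02. *Tcf7* and *Trdc*, chosen after their values were seen, were highest in cluster 8, at 3.01 and 0.864 UMIs per 10000. *Foxp3* was at 3.89 ± 1.5 in cluster 6 and 1.82 ± 0.64 in cluster 11, where *Cd4* was at 2.56 and 1.03.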

The top genes for each cluster are identified in a heat map found in Supplementary Fig. S7 and Supplementary Table S1.

**FIGURE 5:**
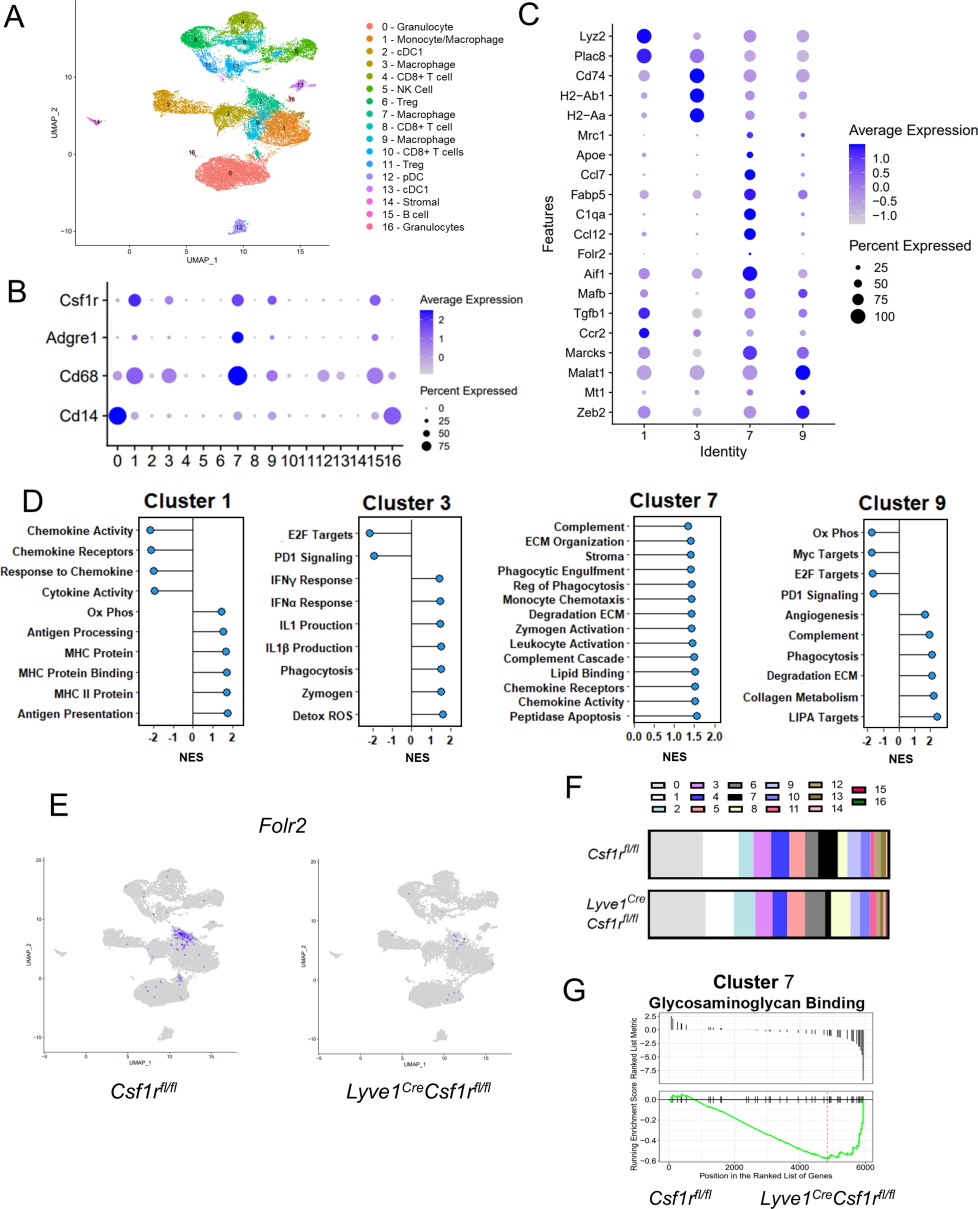
scRNA-seq identifies macrophage subsets in the tumor microenvironment. **A,** UMAP projection of 17 distinct clusters from the total population of CD45^+^ cells from EO771 tumors from *Csf1r^fl/fl^* and *Lyve1^Cre^Csf1r^fl/fl^* mice (*n* = 2 per genotype) with cell-specific labels. **B,** Dot plot of macrophage-associated genes from cells derived from *Csf1r^fl/fl^* tumors. **C,** Dot plot of enriched genes in macrophage clusters. **D,** Intercluster GSEA from *Csf1r^fl/fl^* macrophage clusters [normalized enrichment scale (NES) adjusted *P*-value < 0.05] with detailed gene set names in Supplementary Table S2. **E,** Feature plot of *Folr2* from tumors from *Csf1r^fl/fl^* and *Lyve1^Cre^Csf1r^fl/fl^* mice. **F,** Average cell counts per cluster from tumors from *Csf1r^fl/fl^* and *Lyve1^Cre^Csf1r^fl/fl^* mice. **G,** Waterfall plots of relative enrichment in cluster 7 *Lyve1^Cre^Csf1r^fl/fl^* relative to *Csf1r^fl/fl^* of genes associated with glycosaminoglycan binding.

To define macrophage clusters, we assessed expression of *Csf1r, Adgre1*, *Cd68*, and *Cd14* genes as we have previously described in Ibrahim and colleagues (Fig. 5B; Supplementary Fig. S6; ref. 41). 

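Over the *Csf1r fl/fl* tumors, *Csf1r* was at 1.10 ± 0.18 UMIs per 10000 in cluster 3 and 1.83 ± 0.51 in cluster 7, and at 0.769 ± 0.13 in the granulocytes of cluster 0 (mean ± SD, n = 2). *Adgre1* was highest in cluster 7, at 1.67 ± 0.53, followed by 0.526 in cluster 9, 0.521 in cluster 1 and 0.203 in cluster 3. *Cd68* was at 6.31 in cluster 7, 4.93 in cluster 9, 4.58 in cluster 1 and 3.07 in cluster 3. *Cd14* was highest in cluster 0, at 19.6 ± 5.1, and reached 3.34 in cluster 9. In cluster 3, the list of 8 dendritic cell genes had 4 members among the 50 leading genes and the macrophage list had 0, against 0 and 5 in cluster 7. Among the dendritic genes in cluster 3, *Cd209a* was 20.8 times and *Flt3* 9.24 times as high as in the next macrophage cluster, and both were chosen after their values were seen.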

Using these markers and excluding other lineage markers, macrophages were identified in clusters 1, 3, 7, and 9. Of the four macrophage clusters, cluster 1 exhibited differential expression of *Ccr2* and *Ly6c2*, consistent with a monocyte-derived macrophage population (Fig. 5C). 

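Among the macrophage clusters of the *Csf1r fl/fl* tumors, *Ccr2* was 1.70 times and *Ly6c2* 2.26 times as high in cluster 1 as in the next, cluster 3, and both were highest in cluster 1 in each tumor. *Ccr2* was at 4.34 UMIs per 10000 in cluster 1 and at 4.33 in the NK cells of cluster 5.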

Cluster 3 was associated with high levels of expression of genes associated with antigen presentation including *Cd74*, *H2-Ab1*, and *H2-Aa* (42). 

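In cluster 3 of the *Csf1r fl/fl* tumors, *Cd74* was at 99.2 UMIs per 10000, 3.57 times as high as in cluster 7, the next macrophage cluster. *H2-Ab1* and *H2-Aa* were 4.73 and 4.61 times as high. Among all clusters, the dendritic cells of cluster 13 had similar levels, with 92.7 UMIs per 10000 of *Cd74* and 53.6 of *H2-Ab1*, against 53.1 of *H2-Ab1* in cluster 3.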

Cluster 7 was associated with lipid-associated macrophage genes (*Fabp5*, *Apoe*; ref. 43) and complement genes (*C1qa*, *C1qb*). 

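In the *Csf1r fl/fl* tumors, *C1qa* was at 18.8 UMIs per 10000 in cluster 7 and 9.50 times as high as in the next macrophage cluster, cluster 9. *C1qb* was 5.65 times as high and *Apoe*, at 6.03 UMIs per 10000, was 3.89 times as high. *Fabp5* did not separate cluster 7 from cluster 9, since it was highest in cluster 9 in the tumor of run 1 and in cluster 7 in that of run 2, with a ratio of 1.08 between their means. Over all clusters, *Fabp5* was highest in cluster 2, at 43.2 UMIs per 10000.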

C1q is a complement protein produced by tissue-resident macrophages, and macrophages that coexpress both *C1qa* and *Apoe* represent a tumor-supporting, prometastatic population (44, 45). 

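*Malat1* was at 481 ± 47 UMIs per 10000 in cluster 9 of the *Csf1r fl/fl* tumors and at 398 ± 128 in the granulocytes of cluster 0 (mean ± SD, n = 2). Among the macrophage clusters it was 2.34 times as high in cluster 9 as in cluster 7. Cells of cluster 9 had a median of 2478 UMIs, against 4880, 5911 and 7030 in clusters 1, 3 and 7. In cells with 2000 to 3000 UMIs of all 4 tumors, *Malat1* was at 691 UMIs per 10000 in cluster 9 and at 248, 325 and 328 in clusters 1, 3 and 7. *Gm42418*, chosen after its values were seen, was also highest in cluster 9, at 972 UMIs per 10000.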

Finally, cluster 9 was comprised of a macrophage population marked by *Malat1*, an M2-like tumor-supporting long noncoding RNA (Fig. 5C; refs. 46–48).

Differential gene expression data are supported by GSEA, comparing enriched gene sets between clusters of *Csf1r^fl/fl^* tumors (Fig. 5D; Supplementary Table S2). 

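The gene sets used by the authors were not used here. In their place, lists of genes written before the data were examined were compared between clusters of the *Csf1r fl/fl* tumors, within each tumor, as the median over a list of the log2 ratio of CPM (counts scaled to equal library totals) with a pseudocount of 1. Genes with at least 10 UMIs were used. Because the clusters were made from the same genes, these values are described without a test.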

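In cluster 1 of the *Csf1r fl/fl* tumors, the chemokine list had a median log2 ratio to the other macrophage clusters of -0.93 in run 1 and -1.04 in run 2, and to all other cells of -0.97 and -0.96. The MHC class II list had medians of -2.23 and -1.74 against the other macrophage clusters and -1.78 and -1.61 against all other cells, with 0 of its 11 genes higher than in the other macrophages in either tumor. The MHC class I list was near the other macrophage clusters, with medians of 0.04 and 0.15.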

Cluster 1 is negatively enriched for chemokine gene sets and is positively enriched for antigen presentation. Cluster 3 is associated with inflammatory gene sets such as IFN response and IL1β production. 

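Against all other cells of the same *Csf1r fl/fl* tumor, the interferon list had a median log2 ratio in cluster 3 of 0.17 in run 1 and 0.21 in run 2, with 24 and 22 of its 34 genes higher. Against the other macrophage clusters the medians were -0.22 and -0.14. Among clusters 1, 3, 7 and 9, the list was highest in cluster 1, where all 34 genes were higher than in all other cells in both tumors. *Il1b* was highest in the granulocytes of cluster 0, at 112 UMIs per 10000, and among the macrophages in cluster 7 in run 1 and in cluster 1 in run 2.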

Notably, the gene expression of cluster 7 is associated with tissue remodeling, phagocytosis, complement, and zymogen activation. 

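Of the macrophage clusters in the *Csf1r fl/fl* tumors, cluster 7 had the highest complement list, at 61.5 and 60.0 UMIs per 10000 in runs 1 and 2, with 11 of its 14 genes higher than in the other macrophage clusters in each tumor. For the matrix degradation list, the median log2 ratio to all other cells was 0.72 and 0.75 in cluster 7, and 1.16 and 1.08 in cluster 9. The proliferation list was higher in cluster 7 than in the other macrophage clusters, with medians of 0.95 and 0.98, and lower than in all other cells, with medians of -0.73 and -0.52.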

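In cluster 9 of the *Csf1r fl/fl* tumors, the matrix degradation list had a median log2 ratio to the other macrophage clusters of 0.83 in run 1 and 0.62 in run 2, with 23 and 21 of its 25 genes higher. All 17 genes of the hypoxia list were higher than in the other macrophage clusters in both tumors. The proliferation list had medians of -0.81 and -0.34 against the other macrophage clusters and -1.88 and -1.61 against all other cells. For the complement list, the medians were -0.14 and -0.48 against the other macrophage clusters and 0.16 in both tumors against all other cells. The oxidative phosphorylation list had medians of -0.32 and -0.61 against the other macrophages.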

Finally, the gene expression of cluster 9 is associated with collagen metabolism, phagocytosis, complement, and angiogenesis and negatively associated with proliferative pathways and PD-1 signaling. These data indicate that the gene expression of the four identified macrophage clusters is phenotypically distinct with unique functionality.

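*Lyve1*, on chromosome 7 of mm10 from 110850607 to 110863239, had 147 UMIs in 62 of the kept cells. Of these, 55 UMIs lay in *Csf1r fl/fl* cells and 79 in *Lyve1 CreCsf1r fl/fl* cells of the stromal cluster 14, which has more UMIs per cell than the other clusters. Scaled to depth, *Lyve1* was at 8.60 CPM in *Csf1r fl/fl* and 14.3 CPM in *Lyve1 CreCsf1r fl/fl* tumors there (means, n = 2). In clusters 1, 3, 7 and 9 together it was at 0.0762 and 0.0562 CPM, which argues against depth as the whole cause. In clusters 1, 3, 7 and 9 together, 3 of 5969 *Csf1r fl/fl* cells and 1 of 3058 *Lyve1 CreCsf1r fl/fl* cells had a *Lyve1* UMI. The 3 *Csf1r fl/fl* cells were in cluster 7, at 0.207 CPM in run 1 (95% confidence interval 0.0251 to 0.749) and 0.305 in run 2 (0.00773 to 1.70). T cells, which should lack *Lyve1*, had it in 2 of 3775 *Csf1r fl/fl* cells and 0 of 3560 *Lyve1 CreCsf1r fl/fl* cells. The median depth was 5342 and 5172 UMIs per macrophage and 4352 and 3889 per T cell in the *Csf1r fl/fl* tumors. The share in macrophages was thus at the background level, and a difference between genotypes was not detectable at this depth.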

We were unable to identify a distinct population of cells expressing *Lyve1*, possibly due to gene dropout (Supplementary Fig. S8A; ref. 49). Therefore, an alternative method was used to identify macrophages that exhibit a phenotype similar to that of *Lyve1-*expressing macrophages. In previous studies, we used bulk RNA sequencing of female mammary glands to identify 110 genes that were expressed significantly more highly in LYVE-1^+^ macrophages compared with LYVE-1^−^ macrophages (18). Together, these genes constitute the LYVE-1^+^ macrophage gene expression signature. In our scRNA-seq data, cluster 7 exhibited the highest levels of this LYVE-1^+^ macrophage gene expression signature suggesting cluster 7 represents the LYVE-1^+^ macrophage subset (Supplementary Fig. S8B). *Folr2*, which has been described as a marker of LYVE-1^+^ macrophages, is also preferentially found in cluster 7 and is reduced in *Lyve1^Cre^Csf1r^fl/fl^* mice, further confirming this finding (Fig. 5E; refs. 50, 51).

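*Folr2* lies on chromosome 7 of mm10 from 101839988 to 101857194. In cluster 7 it had 282 UMIs in 160 of 1369 *Csf1r fl/fl* cells and 16 UMIs in 13 of 298 *Lyve1 CreCsf1r fl/fl* cells. This was 25.9 ± 12 CPM in *Csf1r fl/fl* and 8.09 ± 1.7 in *Lyve1 CreCsf1r fl/fl* tumors (mean ± SD, n = 2). Cluster 9 followed, with 6.22 ± 2.5 CPM in *Csf1r fl/fl* tumors. T cells, as a measure of free RNA, had *Folr2* in 13 of 3775 *Csf1r fl/fl* cells and 2 of 3560 *Lyve1 CreCsf1r fl/fl* cells. Within cluster 7, *Folr2* had a log2 fold change of -1.61 (standard error 0.43, adjusted p = 1.00 over 9298 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in both runs. Over clusters 1, 3, 7 and 9 together it was -2.72 (standard error 0.33, unadjusted p = 3.31e-05, adjusted p = 0.398 over 12034 genes, same test), which includes the smaller share of cluster 7. With the run as a block, that adjusted p was 0.00161, and without the *Csf1r fl/fl* tumor of run 2 it was 0.0303. Within cluster 7, the adjusted p was 0.0126 without the *Csf1r fl/fl* tumor of run 1, where the log2 fold change was -1.98, and 0.0268 with no filter on low counts. The LYVE-1 resident macrophage list, which is not the signature of the study, had a median log2 ratio to the other macrophage clusters of 0.98 and 1.72 in cluster 7 and of 1.00 and -0.24 in cluster 9 of the *Csf1r fl/fl* tumors of runs 1 and 2.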

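Cluster 7 held 983 of 8699 cells (11.3%) of the *Csf1r fl/fl* tumor of run 1 and 386 of 7786 (4.96%) of that of run 2. In the *Lyve1 CreCsf1r fl/fl* tumors it held 177 of 7173 cells (2.47%) and 121 of 4771 (2.54%). The share was lower in the *Lyve1 CreCsf1r fl/fl* tumor of both runs, by -2.20 and -0.97 on the log2 scale. On cell numbers per cluster, edgeR's quasi-likelihood test gave a log2 fold change of -1.70 (standard error 0.55, adjusted p = 0.283 with Benjamini-Hochberg adjustment over 17 clusters), so the decrease did not pass the correction. On simulated counts with this spread, the test called a true log2 decrease of 2 in 18 of 100 draws. Without the *Csf1r fl/fl* tumor of run 1 the log2 fold change was -0.99 and without that of run 2 it was -2.17. Apart from leaving out tumors and a resolution of 0.3, the alternative that moved it most took the macrophage clusters as the denominator, with -1.21. At a resolution of 0.3 the value was -1.09, for a merged cluster of 2962 cells of which 55.8% were of cluster 7. Scrublet called 30.2% of the cells of cluster 7 doublets, most of them in the *Csf1r fl/fl* tumor of run 1. Their removal left 542 and 380 cells in the *Csf1r fl/fl* tumors of runs 1 and 2, and 127 and 114 in the *Lyve1 CreCsf1r fl/fl* tumors.

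**Figure D1:**
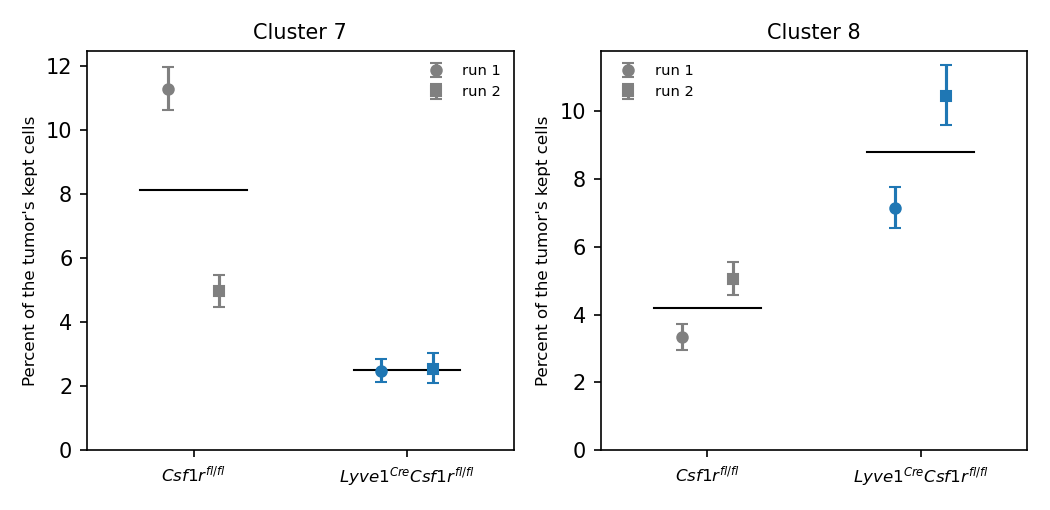
Percent of the kept cells of each tumor in cluster 7 (left) and cluster 8 (right), by genotype. Circles are tumors of run 1 and squares tumors of run 2, error bars are 95% binomial confidence intervals, and lines are means of 2 tumors. The 2 *Lyve1 CreCsf1r fl/fl* tumors lie at 2.47% and 2.54% in cluster 7, and at 7.15% and 10.5% in cluster 8.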

Tumors from *Lyve1^Cre^Csf1r^fl/fl^* mice exhibit a distinct reduction in cells associated with cluster 7, supporting our findings that this cluster likely represents the LYVE-1^+^ macrophage cluster (Fig. 5F). While we did find a reduction in the proportion of cells present in cluster 7, which is the cell population that putatively contains the LYVE-1–expressing macrophages, some cells remain in this cluster. This result may be due to incomplete genetic deletion or clustering of non-LYVE-1^+^ macrophages with similar phenotypic profiles.

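The CPM of *Csf1r* given here were normalized as in the edgeR fit. They count UMIs over the whole gene and cannot tell a deleted from an intact allele. In the cells of cluster 7 that remained in the *Lyve1 CreCsf1r fl/fl* tumors, *Csf1r* was at 136 and 118 CPM, against 156 and 206 in the *Csf1r fl/fl* tumors. Its log2 fold change was -0.51 (standard error 0.25, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Lyve1 CreCsf1r fl/fl* cells of cluster 7 had a median of 4932 and 6667 UMIs in runs 1 and 2, against 7545 and 7192 in *Csf1r fl/fl* cells.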

Because we have defined a relationship between LYVE-1^+^ macrophages and ECM remodeling, GSEA was used to probe tissue remodeling pathways to compare macrophage clusters isolated from mammary tumors from *Lyve1^Cre^Csf1r^fl/fl^* and control *Csf1r^fl/fl^* mice. Upon LYVE-1^+^ macrophage depletion in the *Lyve1^Cre^Csf1r^fl/fl^* model, cluster 7 was found to be the only macrophage cluster negatively associated with glycosaminoglycan binding with statistical significance (Fig. 5G), consistent with a role for this cluster in ECM binding.

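A list of 57 genes for glycosaminoglycan binding was tested with camera at a preset correlation of 0.01 on the edgeR fit of each cluster, with Benjamini-Hochberg adjustment over 20 tests. In cluster 7 it had a median log2 fold change of -0.08 over 33 tested genes (adjusted p = 0.255), with 7 genes higher and 10 lower in both runs. Without the *Csf1r fl/fl* tumor of run 1 the median was -0.14 (adjusted p = 0.00587), and without that of run 2 it was 0.02. In cluster 9 the median was -0.05 and the mean -0.28 over 30 genes, of which 13 were higher (adjusted p = 0.0145). In cluster 3 the median was -0.09 over 31 genes (adjusted p = 0.0478). In cluster 1 it was -0.02 over 34 genes (adjusted p = 0.492). The call in cluster 9 was lost without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 (adjusted p = 0.0963) or of run 2 (adjusted p = 0.245), and that in cluster 3 with Scrublet doublets removed (adjusted p = 0.192). Under fry the adjusted p was 0.848 in cluster 7, 0.558 in cluster 9 and 0.848 in cluster 3, and no cluster passed 0.05 with an estimated correlation either. At a resolution of 1.0, cluster 7 had a median of -0.17 (adjusted p = 0.0434). Differences between clusters were not tested. Adjusted over the list alone, 4 genes passed 0.05 in cluster 9, 1 in cluster 1 and 0 in clusters 3 and 7. From a negative association in cluster 7 alone, the paper proposes a role of this cluster in ECM binding.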

### Depletion of LYVE-1^+^ Macrophages Promotes a Shift Toward a Proinflammatory Environment

To assess the effects of LYVE-1^+^ macrophage depletion on the phenotypes of the remaining macrophages, differential gene expression analysis was performed comparing *Lyve1^Cre^Csf1r^fl/fl^* relative to *Csf1r^fl/fl^* samples (Supplementary Table S3). 

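*Csf1r*, the gene that the model deletes, had a log2 fold change of -0.59 over clusters 1, 3, 7 and 9 (standard error 0.20, unadjusted p = 0.0185, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 181 and 192 CPM, normalized as in the edgeR fit, in the *Csf1r fl/fl* tumors and 131 and 117 in the *Lyve1 CreCsf1r fl/fl* tumors. UMIs counted over the whole gene do not show whether its allele was deleted. Of 10376, 9874, 9298 and 7721 genes tested in clusters 1, 3, 7 and 9, the same test called 0, 0, 0 and 2 at an adjusted p of 0.05, and 157, 109, 249 and 224 had an unadjusted p under 0.05. DESeq2 called 0, 0, 4 and 1. With the run as a block, 2, 14, 0 and 26 genes were called. With no filter on low counts, 2, 18, 39 and 33 were called. With cells as replicates, in a rank sum test, 101, 31, 75 and 3 were called. Without 1 tumor, between 0 and 17 genes were called in cluster 1, 17 to 31 in cluster 3, 20 to 50 in cluster 7 and 2 to 8 in cluster 9. On simulated counts, 200 genes with a mean log2 CPM above 5 were changed by 2 on the log2 scale, and the test recovered between 97% and 100% of them. Smaller changes of single genes and genes with fewer counts were not simulated, so the lack of calls does not exclude such changes.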

Analysis of genes that were significantly altered in each cluster suggested a phenotypic shift in two of the four macrophage clusters toward an immunostimulatory phenotype, as evidenced by the positive differential gene expression of *H2-Eb1* and *Cd74* (Fig. 6A). 

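*H2-Eb1* had a log2 fold change of 0.85 in cluster 7 (standard error 0.28, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in the *Lyve1 CreCsf1r fl/fl* tumor of both runs, by 1.15 and 0.47. *Cd74* had 0.73 in cluster 7 (standard error 0.30, adjusted p = 1.00), with 1.16 and 0.29 in the runs. In cluster 3, *H2-Eb1* changed by 0.22 (standard error 0.35) and *Cd74* by 0.16 (standard error 0.33), both with an adjusted p of 1. There the *Lyve1 CreCsf1r fl/fl* tumor was higher in run 1, by 0.40 and 0.38, and lower in run 2, by -0.04 and -0.12. Without the *Lyve1 CreCsf1r fl/fl* tumor of run 1, the log2 fold changes in cluster 3 were -0.22 for *H2-Eb1* and -0.13 for *Cd74*. A rank sum test that takes cells as replicates gave Bonferroni-adjusted p-values of 7.02e-07 and 0.00368 for these genes in cluster 3. From higher *H2-Eb1* and *Cd74*, the paper proposes a shift of these clusters toward an immunostimulatory phenotype.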

*H2-Eb1* positively contributes to antigen presentation, while *Cd74* contributes to both antigen presentation and cell survival (52, 53). Furthermore, upon LYVE-1^+^ macrophage depletion, a positive shift in *Il1b* expression is observed in cluster 3. 

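The CPM of *Il1b* were normalized as in the edgeR fit. *Il1b* in cluster 3 was at 1163 and 1203 CPM in the *Csf1r fl/fl* tumors and 1978 and 1031 in the *Lyve1 CreCsf1r fl/fl* tumors of runs 1 and 2. Its log2 fold change was 0.35 (standard error 0.33, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher by 0.76 in run 1 and lower in run 2, at -0.22, and without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 it was -0.20. With cells as replicates, the Bonferroni-adjusted p was 4.40e-06.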

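*Ifitm2* in cluster 1 had a log2 fold change of 0.17 (standard error 0.31, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.22 in run 1 and 0.08 in run 2. It was -0.21 without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 and -0.08 without the *Csf1r fl/fl* tumor of run 2. *C1qb* in cluster 9 had -0.81 (standard error 0.27, adjusted p = 1) and was lower in both runs, by -0.94 and -0.65. The genes called in cluster 9 were *Hbb-bs*, at -6.89 (standard error 0.65, adjusted p = 0.000994), and *Hba-a1*, at -3.76 (standard error 0.52, adjusted p = 0.0348), both lower in the *Lyve1 CreCsf1r fl/fl* tumors of both runs. These values depend on few counts, since each *Lyve1 CreCsf1r fl/fl* tumor had 1 UMI of *Hbb-bs* and 2 of *Hba-a1*. From the UMIs alone, *Hbb-bs* was 76.1 times as high in the *Csf1r fl/fl* tumor of run 1 (95% counting interval 13.4 to 3027) and 187 times in that of run 2 (33.3 to 7385), and *Hba-a1* 10.6 times (2.76 to 90.6) and 17.8 times (4.81 to 149). Without the *Csf1r fl/fl* tumor of run 2, *Hba-a1* had -3.38 and was no longer called (adjusted p = 0.216). Of the UMIs of the hemoglobin list in the *Csf1r fl/fl* cells of cluster 9, 98.3% lay in 4 of 872 cells.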

Cluster 1 macrophages gain expression of *Ifitm2,* a monocyte recruiting cytokine, while the only gene differentially regulated in cluster 9 is the downregulation of *C1qb,* a gene involved in initiating complement (54, 55). These data suggest that loss of LYVE-1^+^ macrophages in the tumor microenvironment leads to a positive shift toward a proinflammatory phenotype in the remaining macrophages, indicating that when LYVE-1^+^ macrophages are present, they promote an anti-inflammatory environment in tumors.

**FIGURE 6:**
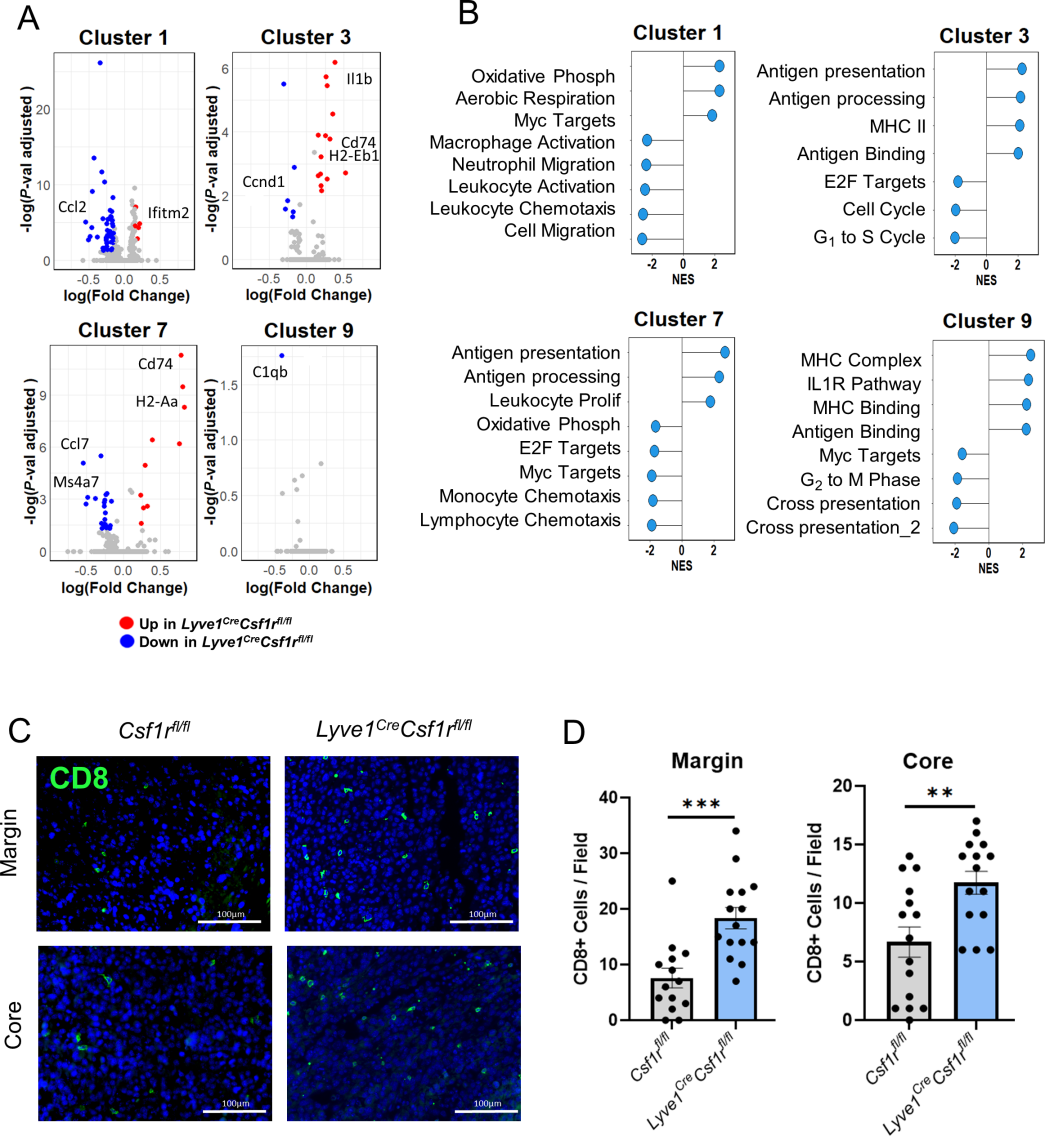
Depletion of LYVE-1^+^ macrophages promotes a shift toward a proinflammatory environment. **A,** Volcano plots of four macrophage clusters with log(fold change) of *Lyve1^Cre^Csf1r^fl/fl^* relative to *Csf1r^fl/fl^* and significance (*P <* 0.05) denoted as a red (upregulated) or blue (downregulated) coloration. **B,** Intracluster GSEA *Lyve1^Cre^Csf1r^fl/fl^* relative to *Csf1r^fl/fl^* macrophage clusters (NES adjusted *P*-value < 0.05) with detailed gene set names in Supplementary Table S2. Quantification (**C**) and representative images (**D**) of EO771 tumors from *Csf1r^fl/fl^* and *Lyve1^Cre^Csf1r^fl/fl^* mice immunostained for CD8a (green) and DAPI (blue). Each dot represents total CD8 count from one image, with five images taken per margin and five images taken per core of each tumor (*n* = 3). **, *P <* 0.01; ***, *P <* 0.001. Scale bars, 100 µm.

Further analysis was performed using GSEA of the hallmark, M2, and M5 gene sets to compare macrophage clusters isolated from mammary tumors from *Lyve1^Cre^Csf1r^fl/fl^* and control *Csf1r^fl/fl^* mice to further characterize the distinct phenotypes of the four macrophage clusters (Fig. 6B; Supplementary Table S2). 

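The oxidative phosphorylation list, tested with camera as for glycosaminoglycan binding, had a median log2 fold change of 0.04 over 91 genes in cluster 1 (adjusted p = 0.260), with 63 genes higher. It was 0.04 in each run. With the run as a block, the adjusted p was 0.041. Leaving out 1 tumor decided the direction. The median was -0.14 without the *Csf1r fl/fl* tumor of run 2 (adjusted p = 0.00609) or the *Lyve1 CreCsf1r fl/fl* tumor of run 1 (adjusted p = 0.00548), and it was 0.25 without the *Csf1r fl/fl* tumor of run 1 (adjusted p = 2.52e-06) and 0.21 without the *Lyve1 CreCsf1r fl/fl* tumor of run 2 (adjusted p = 3.24e-05). In clusters 3, 7 and 9 the medians were -0.004, -0.01 and 0.02 (adjusted p = 0.910, 0.714 and 0.873), and they took either sign, depending on the tumor left out. In cluster 3 the mean was 0.004, while the median and the camera test pointed down. With Scrublet doublets removed, the median in cluster 9 was -0.14 (adjusted p = 0.0022). Adjusted over the list alone, 0 genes passed 0.05 in any of the 4 clusters in edgeR's quasi-likelihood test.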

Upon LYVE-1^+^ macrophage depletion, cluster 1 is enriched in genes that are associated with oxidative phosphorylation, an anti-inflammatory macrophage process (56). In addition, cluster 1 is negatively enriched for a gene profile associated with leukocyte chemotaxis. Conversely, the cluster 3 gene expression profile is associated with antigen presentation upon the loss of LYVE-1^+^ macrophages and negatively associated with proliferation. 

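The chemokine list had a median log2 fold change of -0.08 over 21 genes in cluster 1 (adjusted p = 0.0145 from camera, 0.848 from fry and 0.604 with the estimated correlation). The medians were 0.23 in run 1 and -0.37 in run 2. Without the *Lyve1 CreCsf1r fl/fl* tumor of run 2 the median was 0.06 and the test pointed upward, and without the *Csf1r fl/fl* tumor of run 1 the adjusted p was 0.0716. Adjusted over the list alone, 1 gene passed 0.05. *Ccl2* fell by 0.77 on the log2 scale (standard error 0.26, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the same in both runs, and *Ccl12* by 0.91 (standard error 0.25, adjusted p = 1.00, same test). With the run as a block, both had an adjusted p of 0.0318.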

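In cluster 3, the MHC class II list had a median log2 fold change of 0.19 over 11 genes (adjusted p = 0.0145 from camera and 0.848 from fry), with 0.36 in run 1 and -0.03 in run 2. Without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 the median was -0.13, and without the *Csf1r fl/fl* tumor of run 2 it was 0.09 (adjusted p = 0.274). The proliferation list had a median of -0.10 over 77 genes (adjusted p = 2.90e-05 from camera and 0.689 from fry), with 32 genes lower and 8 higher in both runs. With Scrublet doublets removed, the median was -0.04 (adjusted p = 0.163), and that of the MHC class II list was 0.16 (adjusted p = 0.0677). The chemokine list had a median of -0.06 and a mean of 0.02 over 20 genes (adjusted p = 0.286, 0.0081 with the run as a block), and adjusted over the list alone 2 of its genes passed 0.05. Adjusted over the list alone, 0 genes of the MHC class II and proliferation lists passed 0.05. *Ccnd1* had a log2 fold change of -0.29 (standard error 0.28, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.003 without the *Lyve1 CreCsf1r fl/fl* tumor of run 1.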

Like cluster 3, the gene profiles of cluster 7 are also more associated with antigen presentation and less associated with proliferation and monocyte chemotaxis. 

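In cluster 7, the MHC class II list had a median log2 fold change of 0.61 over 10 genes (adjusted p = 4.10e-09 from camera and 0.558 from fry), with 1.04 in run 1 and 0.45 in run 2. All 10 genes had a positive log2 fold change, and 5 were higher and 0 lower in both runs. Adjusted over the list alone, 3 passed 0.05. The proliferation list had a median of -0.44 over 81 genes (adjusted p = 2.56e-23 from camera and 0.352 from fry), with 55 genes lower and 3 higher in both runs, and 5 passed 0.05 adjusted over the list alone. The chemokine list had a median of -0.14 and a mean of -0.43 over 19 genes (adjusted p = 0.0105 from camera and 0.625 from fry), and 1 gene passed 0.05 adjusted over the list alone. It was not called without the *Csf1r fl/fl* tumor of run 1 (median -0.04, adjusted p = 0.223) or the *Lyve1 CreCsf1r fl/fl* tumor of run 2 (median -0.18, adjusted p = 0.101), while the MHC class II and proliferation lists were called without any 1 of the tumors. With an estimated correlation in camera, the adjusted p of the 3 lists was 0.40, 0.243 and 0.40. *H2-Aa* rose by 0.88 (standard error 0.28), *Ccl7* changed by -0.31 (standard error 0.26) and *Ms4a7* by -0.45 (standard error 0.25), each with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.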

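In cluster 9, the MHC class II list had a median log2 fold change of 0.27 over 7 genes (adjusted p = 0.176 from camera), with 0.73 in run 1 and -0.32 in run 2. Without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 the median was -0.10 and the test pointed downward, and without the *Lyve1 CreCsf1r fl/fl* tumor of run 2 it was 0.65 (adjusted p = 0.000614). Without the *Csf1r fl/fl* tumor of run 1 it was 0.19 with the test pointing downward, and without that of run 2 it was 0.40 (adjusted p = 0.0117). The proliferation list had a median of 0.04 and a mean of 0.12 over 44 genes (adjusted p = 0.0595 from camera), with 13 genes higher and 7 lower in both runs. The proliferation list rose with an adjusted p of 0.00577 with no filter on low counts. Without 1 tumor its median was between -0.07, without the *Lyve1 CreCsf1r fl/fl* tumor of run 2, and 0.32. With Scrublet doublets removed it was -0.02. The chemokine list had a median of -0.06 (adjusted p = 0.0330 from camera and 0.893 from fry), and was not called without the *Csf1r fl/fl* tumor of run 1 (median 0.04, adjusted p = 0.210) or the *Lyve1 CreCsf1r fl/fl* tumor of run 2 (median 0.05, adjusted p = 0.0878). Adjusted over the list alone, 0 genes of the MHC class II and chemokine lists and 1 of the proliferation list passed 0.05.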

Finally, cluster 9 gene profiles are aligned with antigen presentation genes, and negatively associated with proliferation. Thus, upon the depletion of LYVE-1^+^ macrophages, three of four macrophage subpopulations transcriptionally shift to a more antigen-presenting, less proliferative phenotype.

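In cluster 1, the MHC class II list had a median log2 fold change of 0.17 (adjusted p = 0.0145 from camera and 0.893 from fry), with 0.67 in run 1 and -0.17 in run 2. Its median was -0.04 without the *Csf1r fl/fl* tumor of run 1 and 0.03 without the *Lyve1 CreCsf1r fl/fl* tumor of run 1 (adjusted p = 0.0963). The proliferation list rose there by a median of 0.10 (adjusted p = 0.0145 from camera and 0.893 from fry), with -0.12 in run 1 and 0.34 in run 2. Without the *Csf1r fl/fl* or the *Lyve1 CreCsf1r fl/fl* tumor of run 2 the medians were -0.07 and -0.04. Adjusted over the list alone, 0 genes of these lists passed 0.05 in cluster 1. Of the calls made with camera for the 5 lists in the 4 clusters, none passed 0.05 under fry or with an estimated correlation. The correlation between genes was estimated at 0.569 for the MHC class II list and 0.227 for the proliferation list in cluster 1, against 0.01 preset in camera. On simulated counts with independent genes, a list of 20 genes raised by 0.5 on the log2 scale reached the p needed after adjustment over 20 tests in 2, 2, 5 and 2 of 20 draws with fry in clusters 1, 3, 7 and 9, in 0 with an estimated correlation and in all 20 with camera. From its enrichment results, the paper concludes that 3 of 4 macrophage subpopulations became more antigen-presenting and less proliferative.

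**Figure D2:**
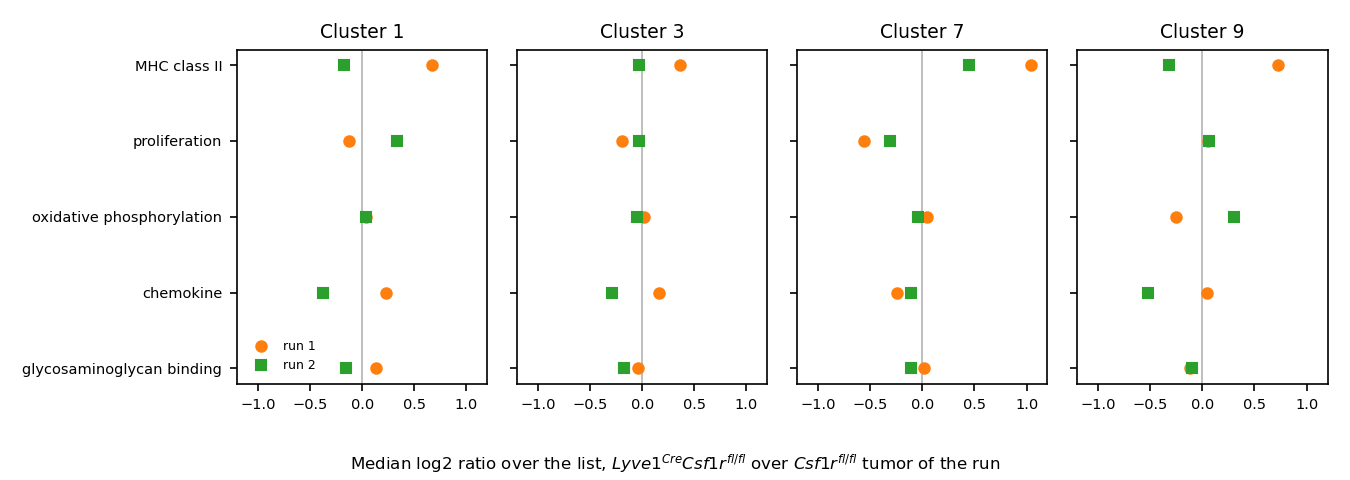
Median log2 ratio over each gene list, *Lyve1 CreCsf1r fl/fl* over *Csf1r fl/fl* tumor of the same run, in clusters 1, 3, 7 and 9. Circles are run 1 and squares run 2. In cluster 7 the MHC class II list lies at 1.04 and 0.45 and the proliferation list at -0.56 and -0.31, while the MHC class II list of clusters 1, 3 and 9 lies above 0 in run 1 and below it in run 2.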

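Cluster 8 held 290 of the cells (3.33%) of the *Csf1r fl/fl* tumor of run 1 and 393 (5.05%) of that of run 2, against 513 (7.15%) and 499 (10.5%) of the *Lyve1 CreCsf1r fl/fl* tumors. The log2 fold change of its share was 1.07 (standard error 0.48, adjusted p = 0.283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 1.10 in run 1 and 1.05 in run 2. With the clusters specific to the *Lyve1 CreCsf1r fl/fl* tumor of run 2 kept, it was 0.49. Clusters 4, 8 and 10, in which the paper reports *Cd8a*, of which cluster 8 had it at 1.12 UMIs per 10000 against 6.21 in cluster 4, together made up 18.7% and 12.1% of the *Csf1r fl/fl* tumors and 16.0% and 22.2% of the *Lyve1 CreCsf1r fl/fl* tumors, lower in run 1 and higher in run 2. Their log2 fold change was 0.31 (standard error 0.44, adjusted p = 0.699, same test). As a share of the T cells it was -0.10.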

CD8^+^ T cells of cluster 8 were expanded in *Lyve1^Cre^Csf1r^fl/fl^* mice, indicating that the depletion of LYVE-1^+^ macrophages may impact the recruitment of adaptive immune cells (Fig. 5F). To validate the enrichment of CD8^+^ T cells of cluster 8 at the protein level, CD8^+^ cell count within the core and margin of tumors was analyzed by immunofluorescence. More CD8^+^ cells were found in tumors from *Lyve1^Cre^Csf1r^fl/fl^* mice at both the core and margin compared with control *Csf1r^fl/fl^* mice*,* corroborating conclusions from scRNA-seq (Fig. 6C and D). Thus, the depletion of LYVE-1^+^ macrophages results in increased CD8^+^ T-cell infiltration, which correlates with the reduction in primary tumor growth.

## Discussion

Using both *in vitro* and *in vivo* models, we demonstrate that LYVE-1^+^ macrophages are associated with ECM remodeling in both the normal mammary gland and in mammary tumors. Remodeling of the ECM is an essential homeostatic function in normal tissues and altered ECM remodeling is a key characteristic of tumor progression. Understanding the mechanisms by which tissue remodeling occurs is important for understanding both normal mammary gland homeostasis and tumor progression. Our findings suggest that LYVE-1^+^ macrophages are important regulators of HA within the stromal regions of the female mammary gland and mammary tumors. LYVE-1^+^ macrophages have also been identified in numerous tissues including the lung and aorta, as well as murine models of cancers such as MMTV-PyMT and melanoma tumors (11–13, 17). In a murine model of mammary adenocarcinoma, LYVE-1^+^ macrophages were found to localize near blood vessels and help maintain perivascular pericyte-like cells throughout tumor development (21). In addition, PDPN-expressing macrophages, a subset of which express LYVE-1, localize near lymphatic regions and contribute to lymphangiogenesis and lymphoinvasion (14, 57). We demonstrate here an additional subset of LYVE-1^+^ macrophages that can be found in association with HA-rich regions associated with the mammary tumor margin. This localization pattern is consistent with observations in other models such as B16F1 melanoma, where LYVE-1^+^ macrophages have been found in the periphery (17). Timperi and colleagues identify an immunosuppressive LYVE-1^+^ macrophage subset in human patients with breast cancer, localized to the tumor stroma (38). This macrophage subset is specifically enriched in patients resistant to immune checkpoint blockade; however, patient outcome was not evaluated in this study. In addition, FOLR2^+^ macrophages, which also express LYVE-1, have been found in human mammary tissue and tumors (50). FOLR2^+^ macrophages were identified in perivascular regions of the tumor stroma and their infiltration correlates with better patient survival. These findings raise the interesting possibility that there may be functional heterogeneity within the LYVE-1^+^ macrophage population based on differences in their specific histologic localization within normal tissue and tumors.

To examine the function of LYVE-1^+^ macrophages we utilized the *Lyve1^Cre^Csf1r^fl/fl^* genetic model of LYVE-1^+^ macrophage depletion. We found a significant depletion of LYVE-1^+^ macrophages, with no significant impact on the presence of LYVE-1^+^CD45^−^ LECs. However, it is important to note that our studies did not assess any impact on structure or function of LECs, which could be addressed in future studies. Furthermore, whether the loss of LYVE-1^+^ macrophages leads to a compensatory increase in other macrophage subsets in this model has not been investigated. 

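Clusters 1, 3, 7 and 9 together made up 36.3% and 36.1% of the kept cells of the *Csf1r fl/fl* tumors and 24.2% and 27.8% of those of the *Lyve1 CreCsf1r fl/fl* tumors. The log2 fold change of this share was -0.48 (standard error 0.33, adjusted p = 0.48 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in both runs. The sorted cells give shares of the kept cells, not numbers per tumor.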

We observed a small reduction in total macrophage count by flow cytometry (Supplementary Fig. S1B) and cell count by scRNA-seq (Supplementary Table S4), suggesting incomplete compensation. Regardless of these potential caveats with the model, we felt that the significant depletion of LYVE-1^+^ macrophages was sufficient for further functional studies focused on their role in mammary tumor growth.

To determine the functional contributions of LYVE-1^+^ macrophages to tumor growth and progression, the ability of tumors to grow in the *Lyve1^Cre^Csf1r^fl/fl^* model was assessed. Using two distinct orthotopic mammary tumor models in immune competent mice, we observed a decrease in tumor growth in the absence of LYVE-1^+^ macrophages, and using the EO771 model, a reduction in lung colonization. This reduction correlated with an increase in tumor-associated HA. The presence and function of HA within the tumor microenvironment is complex. HA accumulation has been associated with tumor suppression in both cell line and *in vivo* models. A notable example of this is the naked mole rat model, in which accumulation of HMW-HA is linked with suppression of tumor growth (58–61). In contrast, high levels of HA are associated with poor prognosis in patients with breast cancer (62, 63). Furthermore, studies have defined both protumorigenic and antitumorigenic roles for HA depending upon the molecular weight of HA, as well as tumor type and stage (60, 62). Thus, the functions of HA in the tumor microenvironment are highly context dependent. The accumulation of HA observed in the context of LYVE-1^+^ macrophage depletion is consistent with a potential tumor suppressive role, possibly by acting as a barrier to tumor cell migration or enhancing sequestration of growth factors.

Depletion of LYVE-1^+^ macrophages correlates with increased apoptosis compared with control mice specifically at the margin, with no changes observed between genotypes in the tumor core. Interestingly, scRNA-seq analysis demonstrates that *C1q* genes are specifically enriched in the LYVE-1^+^ macrophage cluster. This raises the intriguing possibility that LYVE-1^+^ macrophages may be involved in apoptotic clearance. 

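Against all other cells of the same *Csf1r fl/fl* tumor, *C1qa*, *C1qb* and *C1qc* were higher in cluster 7 by 5.19, 4.53 and 5.06 on the log2 scale in run 1 and by 5.52, 4.98 and 5.61 in run 2. Over clusters 1, 3, 7 and 9 together, the 3 genes had log2 fold changes between genotypes of -1.38, -1.25 and -1.46, each with an adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and these include the smaller share of cluster 7.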

*C1qa*, *C1qb*, and *C1qc* genes make up the globular domain of the C1q protein, an initiating factor in the classical complement cascade (64). The complement system has many functions in innate immunity including the clearance of apoptotic debris, thus it is possible that the increase in apoptotic cells in the tumor margin may be due to reduced apoptotic cell clearance in the absence of LYVE-1^+^ macrophages (65). In addition, increased apoptosis at the tumor margin in the depletion model could suggest that LYVE-1^+^ macrophages produce factors that promote survival specifically at the tumor margin. Notably, several genes that encode growth factors that are known to be associated with cell survival, including *Tgfb1*, *Pdgfb*, and *Pgf* are enriched in this cluster (Supplementary Table S1; refs. 66–68).

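*Pdgfb* was higher in cluster 7 than in all other cells of the same *Csf1r fl/fl* tumor by 1.22 on the log2 scale in run 1 and 1.52 in run 2, at 0.36 UMIs per 10000 against 0.35 in cluster 4. *Tgfb1* was higher by 0.43 and 0.47, and was highest in cluster 1. *Pgf* was higher by 1.25 and 0.59, and was highest in cluster 9, at 0.719 UMIs per 10000. The values are those of 2 tumors and were not tested, since clusters were made from the same genes.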

LYVE-1 is a receptor for HA and is known to promote HA internalization by LECs (12). In our previous studies, we demonstrated that global macrophage depletion led to increased HA accumulation in the mammary gland (18). On the basis of these findings, we concluded that macrophages contribute to HA turnover in the mammary gland stroma. However, because we used a CSF1R inhibitor to deplete macrophages, this strategy did not specifically describe a role for LYVE-1^+^ macrophages in this process. We demonstrate here that selective depletion of LYVE-1^+^ macrophages leads to increased HA levels in the mammary glands, demonstrating that LYVE-1^+^ macrophages are indeed responsible for contributing to HA turnover in the mammary gland. Furthermore, we determine that blocking LYVE-1 reduces HA binding in macrophages. Consistent with this finding, Voisin and colleagues recently have shown that hypodermal macrophages, a macrophage subset that expresses both LYVE-1 and FOLR2, internalize HA in a LYVE-1–dependent manner (33). Our previous studies also demonstrated that global macrophage depletion resulted in collagen accumulation in the mammary stroma (18). However, a similar increase in collagen levels was not observed upon depletion of the LYVE-1^+^ macrophage population alone. Furthermore, Voisin and colleagues find a decrease in collagen in the skin upon the deletion of hypodermal macrophages. Interestingly, in our depletion model, fibronectin protein levels were unchanged. Thus, while LYVE-1 macrophages have a clear role in modulating HA across a number of experimental models, further studies are required to determine whether LYVE-1^+^ macrophages modulate other ECM-associated factors such as collagen or fibronectin.

The ECM remodeling phenotype of LYVE-1^+^ macrophages that we previously identified in the normal mammary gland (18) was found to be conserved in tumor-associated macrophages as identified by scRNA-seq analysis. Furthermore, *in vitro* studies suggest that LYVE-1 expression correlates with the ability of macrophages to internalize and degrade HA, and blocking LYVE-1 reduces the ability of macrophages to bind HA. In conjunction with the increased HA accumulation in the tumors from LYVE-1^+^ macrophage-depleted mice, these findings suggest that LYVE-1^+^ macrophages contribute to HA degradation in the tumor microenvironment. Further studies are needed to assess expression levels of hyaluronidases and HA synthases in primary tumor-derived LYVE-1^+^ macrophages. Notably, previous work from our lab has found *Hyal* genes upregulated in macrophages compared with other cell types, specifically tumor cells and fibroblasts, in mammary tumor models suggesting a potential role for macrophages in directly modulating HA levels (27). However, it is also possible that LYVE-1^+^ macrophages act in concert with other cell types, such as fibroblasts, to drive HA turnover. HA degradation by hyaluronidases and ROS can lead to the generation of LMW-HA fragments, which have been shown to promote tumor cell proliferation (69). Thus, while not specifically addressed by this study, it is possible that LYVE-1^+^ macrophages contribute to the generation of tumor supportive LMW-HA fragments in the tumor microenvironment and that depletion of these macrophages leads to a reduction in tumor-promoting LMW fragments and accumulation of tumor suppressive HMW-HA. Therefore, further studies are needed to evaluate the contributions of LYVE-1^+^ macrophages to HA fragment size within tumors.

In addition to tissue remodeling, the results from the scRNA-seq analysis demonstrate that LYVE-1^+^ macrophages promote an anti-inflammatory tumor microenvironment. When LYVE-1^+^ macrophages were depleted, a distinct phenotypic shift occurred, shifting the transcriptional profiles of three of the four macrophage clusters to a proinflammatory phenotype. 

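In cluster 7 of the *Csf1r fl/fl* tumors, *Apoe* was higher than in all other cells by 3.54 on the log2 scale in run 1 and 3.96 in run 2. *Ctsb* was higher by 1.85 and 2.00, at 23.2 UMIs per 10000, against 20.8 in cluster 9. Among the macrophage clusters *Ctsb* was highest in cluster 9 in the tumor of run 1 and in cluster 7 in that of run 2.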

The LYVE-1^+^ macrophage cluster is enriched for immunosuppressive markers such as *Apoe* and *Ctsb* (70, 71). Furthermore, the LYVE-1^+^ macrophage cluster is heavily enriched for *C1q* genes, which are associated with an immunosuppressed tumor microenvironment in human patients with colorectal cancer (72). Finally, more CD8^+^ T cells were found in both the margin and core of tumors with LYVE-1^+^ macrophages depleted. In human patients with breast cancer, CD8^+^ T-cell infiltration correlates with improved patient survival (73). Together, these findings suggest that in addition to ECM modulation, LYVE-1^+^ macrophages also serve an anti-inflammatory function within the tumor microenvironment.

In summary, this study describes the localization, phenotype, and function of LYVE-1^+^ macrophages in the female mouse mammary gland and in mouse mammary tumors. Using a combination of *in vitro* and *in vivo* models, our findings show that LYVE-1^+^ macrophages regulate HA turnover and LYVE-1 expression correlates with HA binding, internalization, and degradation. Furthermore, the results demonstrate that the LYVE-1^+^ macrophage population maintains an anti-inflammatory tumor microenvironment, supports tumor growth, and restricts CD8^+^ T-cell count. These studies reveal a unique phenotype for LYVE-1^+^ macrophages in both the normal tissue and tumor setting. Despite their importance in tumor progression, targeting macrophages in the clinic has been challenging (74). Lack of efficacy of targeting macrophages in patients with cancer may be due to many factors, including the functional heterogeneity of macrophages and lack of specificity of macrophage targeting drugs. Understanding phenotypic macrophage subsets, such as the tumor-supporting LYVE-1^+^ macrophages, may provide additional viable targets for improved cancer therapeutics.

## Supplementary Material

Supplementary Table 1 Table depicting differential gene expression data comparing each cluster relative to all other clusters within tumors derived from Csfrfl/fl mice.

Supplementary Table 2 Table depicting shortened GSEA terms and corresponding full GSEA name referenced in Figure 5D and 6B.

Supplementary Table 3 Table depicting differential gene expression data comparing each Lyve1CreCsfrfl/fl cluster relative to its corresponding cluster in Csfrfl/fl mice.

Supplementary Table 4 Table depicting total cell counts for each scRNA-seq cluster in both Lyve1CreCsfrfl/fl and Csfrfl/fl mice.

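The number of cells in each rebuilt cluster and tumor was compared with this table. Of the 68 numbers, 17 were equal, the largest difference was 32 cells, and the differences came to 1.4% of the cells. The total of each tumor was equal.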

Supplementary Figure 1 Figure S1 depicts representative flow cytometry gating and macrophage counts

Supplementary Figure 2 Figure S2 depicts representative mammary gland flow cytometry gating

Supplementary Figure 3 Figure S3 depicts an ELISA analyzing collagen content in mammary glands

Supplementary Figure 4 Figure S4 depicts representative flow cytometry gating for EO771 tumors

Supplementary Figure 5 Figure S5 depicts tumor growth rates

Supplementary Figure 6 Figure S6 depicts scRNA-seq immune cell feature plots.

Supplementary Figure 7 Figure S7 depicts an scRNA-seq heatmap of the top 10 genes per cluster

Supplementary Figure 8 Figure S8 depicts the LYVE-1+ macrophage gene signature feature plots

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205
**Supplement:** Supplementary Figure 1 — Figure S1 depicts representative flow cytometry gating and macrophage counts

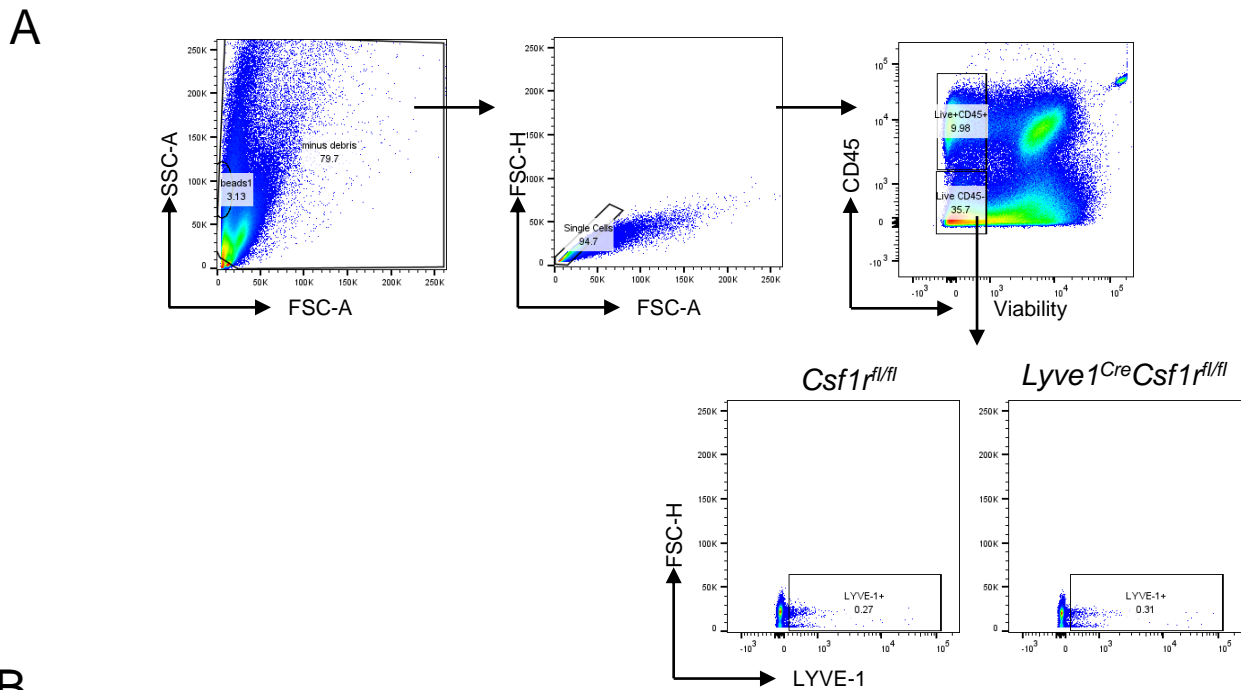

**B**

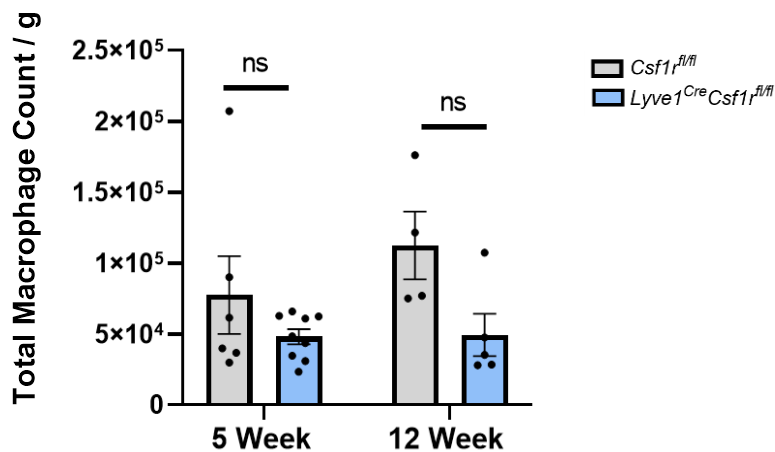

**Figure S1**

### Representative flow cytometry gating and macrophage counts

(A) Representative flow cytometry gating for CD45-LYVE-1<sup>+</sup> LECs. (B) Total CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup> macrophage count normalized to mammary gland weight from 5-week and 12-week female *Csf1r<sup>fl/fl</sup>* (grey) and *Lyve1<sup>Cre</sup>Csf1r<sup>fl/fl</sup>* (blue) mice. Each dot represents one mouse.

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205
**Supplement:** Supplementary Figure 2 — Figure S2 depicts representative mammary gland flow cytometry gating

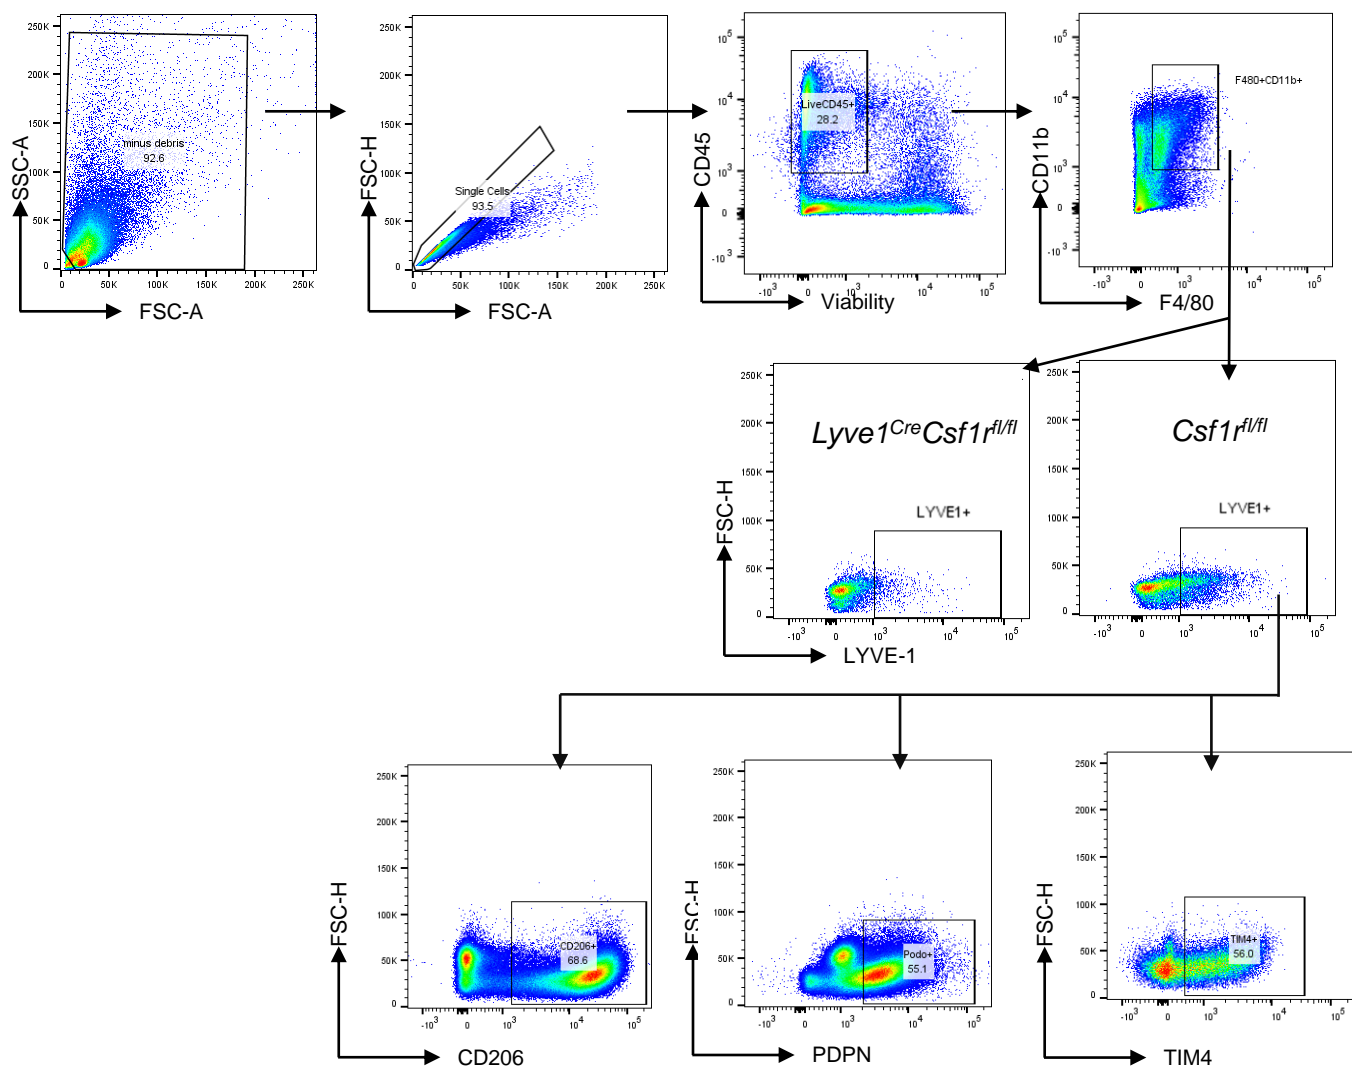

**Figure S2**

### Representative mammary gland flow cytometry gating

Representative flow cytometry gating for CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>LYVE-1<sup>+</sup> macrophages coexpressing CD206, PDPN, and TIM4 in mammary glands from 5-week *Csf1<sup>fl/fl</sup>* and *Lyve1<sup>Cre</sup>Csf1<sup>fl/fl</sup>* mice.

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205
**Supplement:** Supplementary Figure 4 — Figure S4 depicts representative flow cytometry gating for EO771 tumors

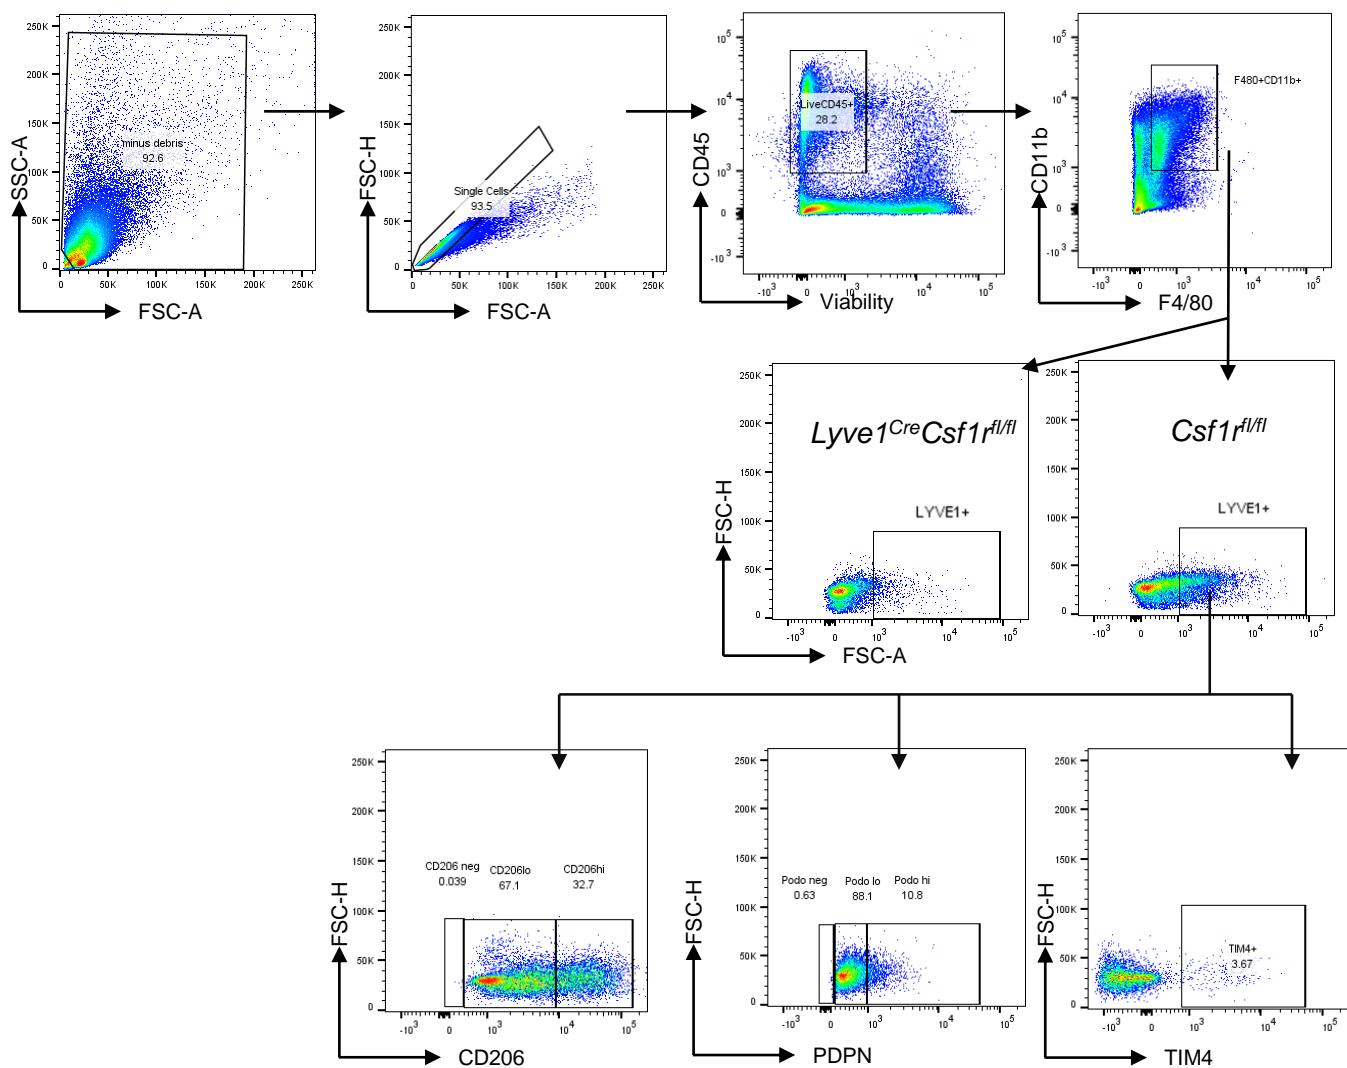

**Figure S4**

**Representative flow cytometry gating for EO771 tumors.**

Representative flow cytometry gating for CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>LYVE-1<sup>+</sup> macrophages coexpressing CD206, PDPN, and TIM4 in EO771 tumors from *Csf1r<sup>fl/fl</sup>* and *Lyve1<sup>Cre</sup>Csf1r<sup>fl/fl</sup>* mice.

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205
**Supplement:** Supplementary Figure 6 — Figure S6 depicts scRNA-seq immune cell feature plots.

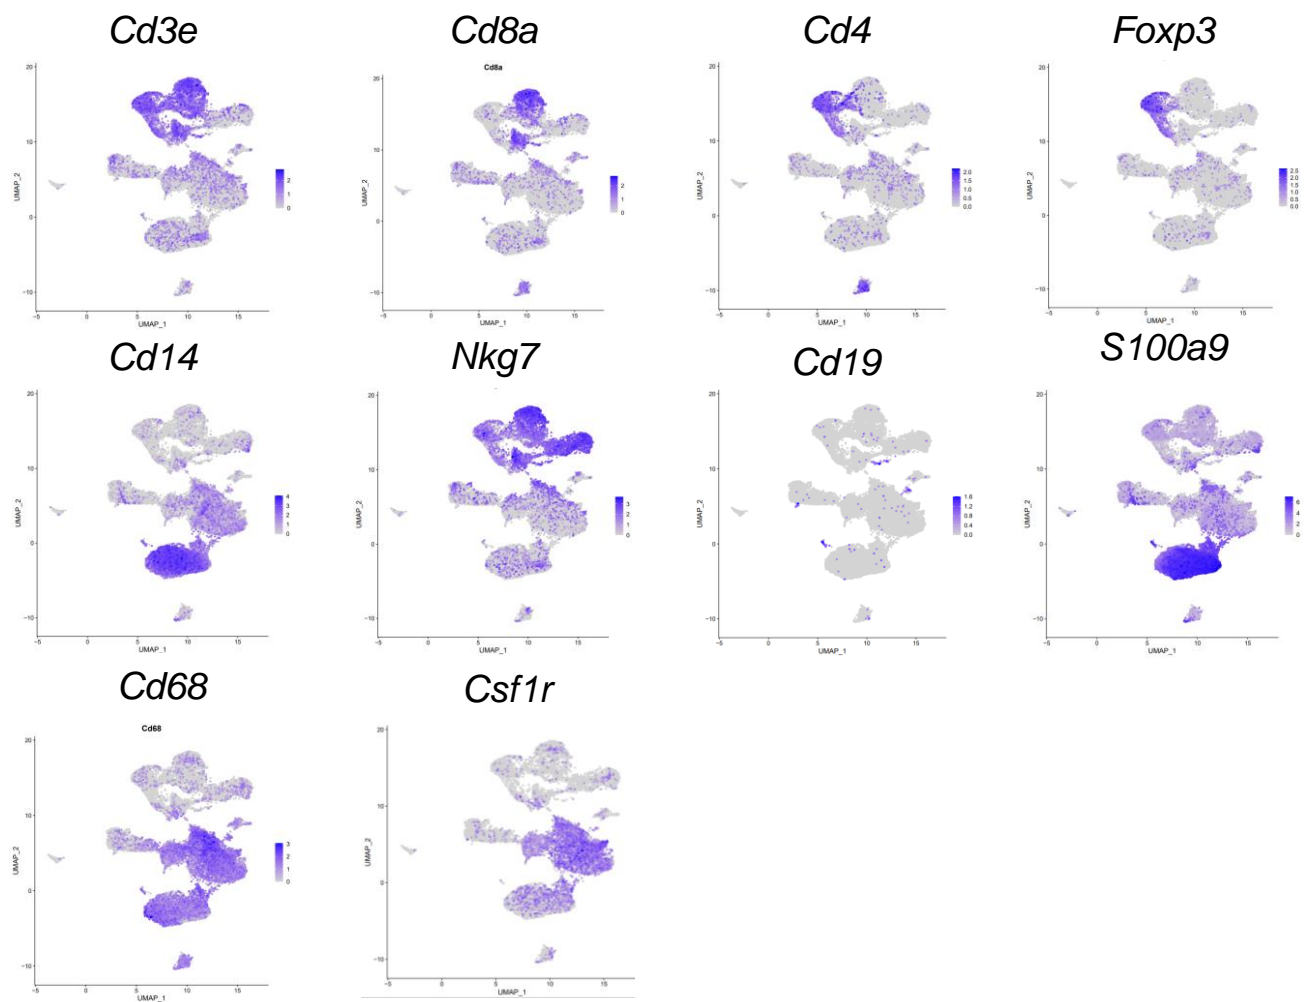

**Figure S6**

### scRNA-seq Immune Cell Feature Plots.

Feature plots of immune cell markers *Cd3e*, *Cd8a*, *Cd4*, *Foxp3*, *Cd14*, *Nkg7*, *Cd19*, and *S100a9* from EO771 tumors from *Csf1<sup>fl/fl</sup>* mice.

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205

## Figure S7

scRNA-seq heatmap of  
top 10 genes per cluster.

Heatmap of top 10 genes  
per cluster from EO771  
tumors grown in *Csf1<sup>fl/fl</sup>*  
mice.

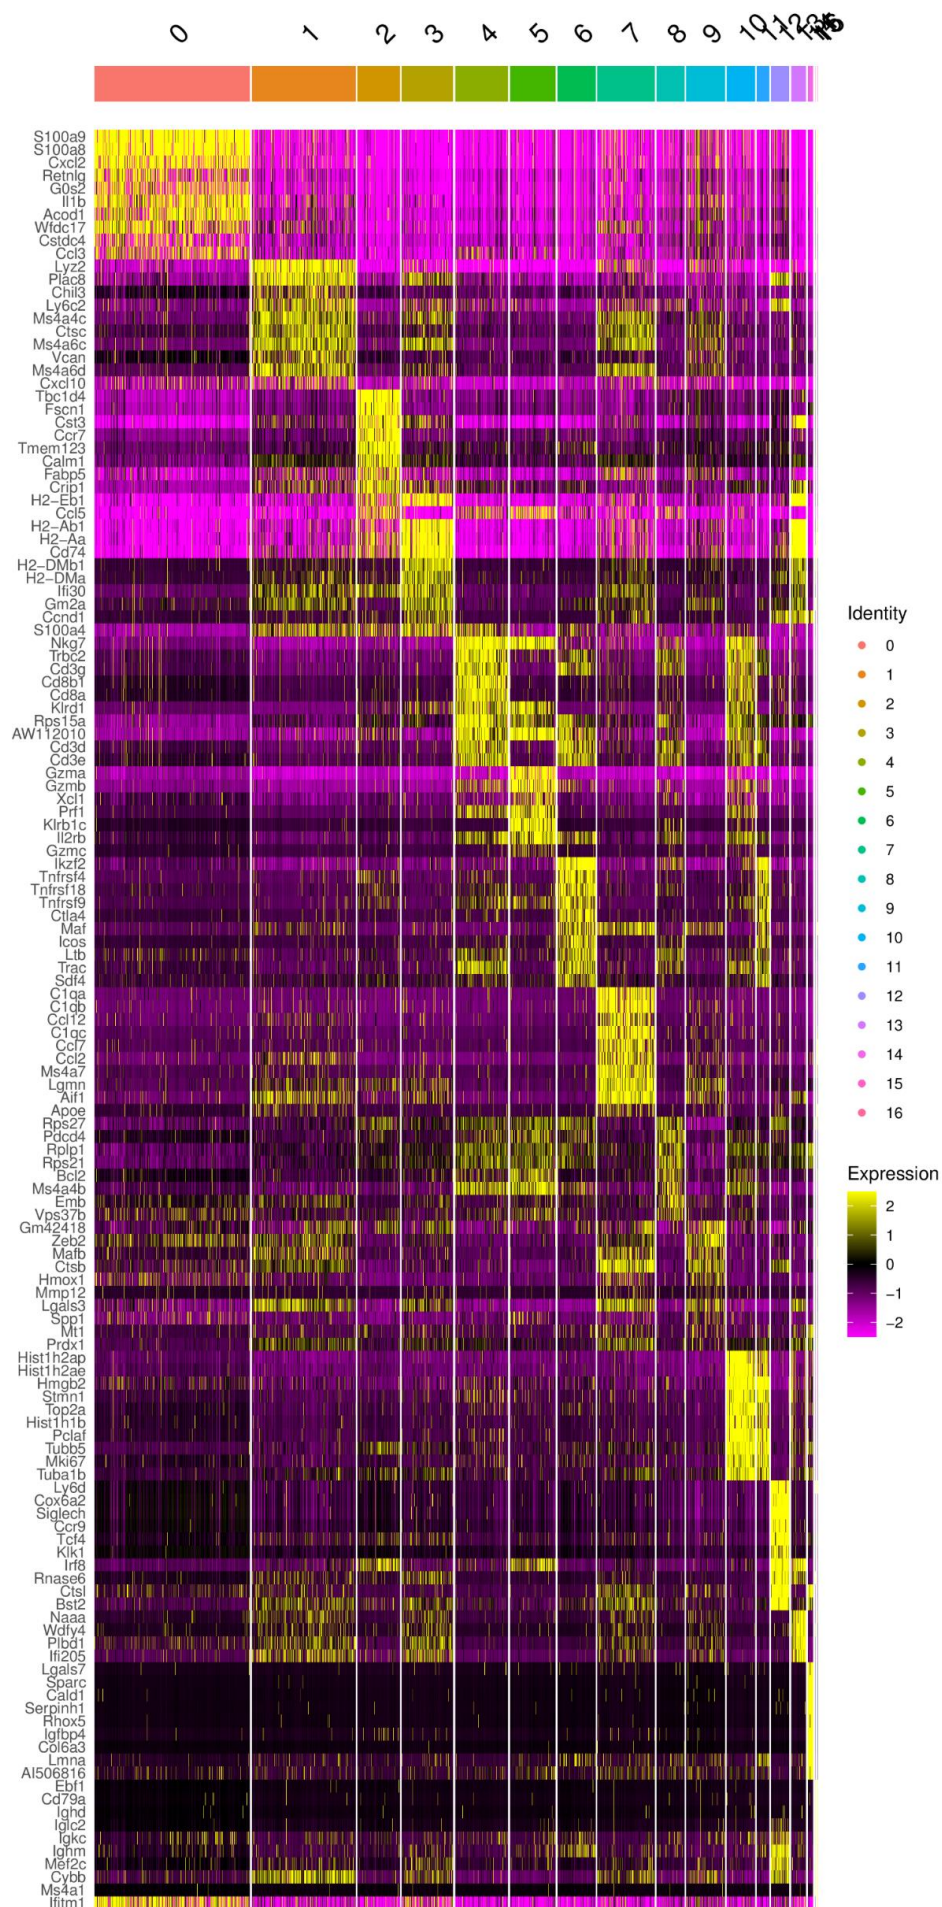

**Supplement:** Supplementary Figure 7 — Figure S7 depicts an scRNA-seq heatmap of the top 10 genes per cluster

# Supplementary material for: LYVE-1–expressing Macrophages Modulate the Hyaluronan-containing Extracellular Matrix in the Mammary Stroma and Contribute to Mammary Tumor Growth
**Source:** Cancer Res Commun. 2024 May 31;4(5):1380–97. doi: 10.1158/2767-9764.CRC-24-0205
**Supplement:** Supplementary Figure 8 — Figure S8 depicts the LYVE-1+ macrophage gene signature feature plots

A

*Csf1<sup>fl/fl</sup>**Lyve1<sup>Cre</sup>Csf1<sup>fl/fl</sup>**Lyve1*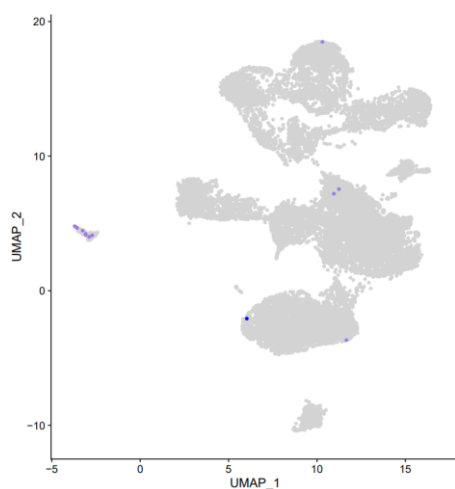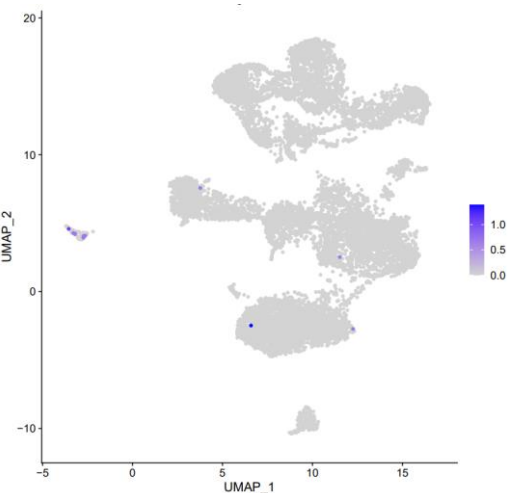

B

*Csf1<sup>fl/fl</sup>**Lyve1<sup>Cre</sup>Csf1<sup>fl/fl</sup>*LYVE-1<sup>+</sup>  
macrophage  
gene  
signature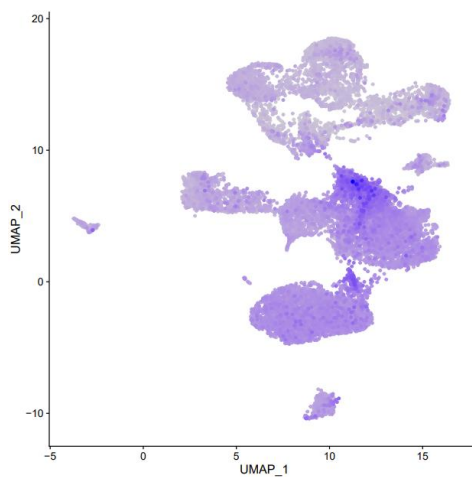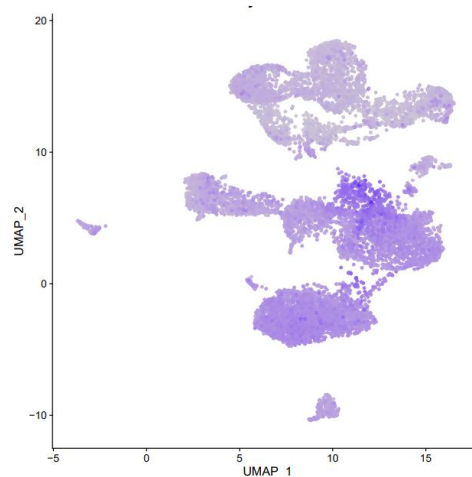

Figure S8

**LYVE-1<sup>+</sup> macrophage gene signature feature plots.**

(A) Feature plot of *Lyve1* in *Csf1<sup>fl/fl</sup>* and *Lyve1<sup>Cre</sup>Csf1<sup>fl/fl</sup>* samples. (B) Feature plot of LYVE-1<sup>+</sup> macrophage gene signature from *Csf1<sup>fl/fl</sup>* and *Lyve1<sup>Cre</sup>Csf1<sup>fl/fl</sup>* samples.

How the deposited data were processed for this re-analysis (not part of the article)

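Viable CD45+ cells were sorted from EO771 mammary tumors of 2 *Csf1r fl/fl* and 2 *Lyve1 CreCsf1r fl/fl* mice and sequenced on the 10X Chromium platform. Each of the 2 Chromium runs held a pool of 1 tumor of each genotype, told apart by hashtag antibodies. The authors aligned the reads to mm10 and deposited the count of UMIs per gene and cell without normalization, and the count of each hashtag antibody per cell, also without normalization. They deposited a second gene table whose values are scores, which are whole-number corrected counts from SCTransform with the mitochondrial percentage regressed, for 18449 genes in the cells that the authors kept as singlets with under 5% mitochondrial UMIs and outside the clusters specific to 1 tumor. The table of corrected scores was used only to learn which cells were kept, and all values were computed from the uncorrected counts. A table of the authors gives the hashtag of each tumor. Both runs passed the checks that every count was a whole number, that the kept cells were all in the table of raw counts, and that the number of kept cells per tumor equalled the total in Supplementary Table S4.

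Hashtag counts were normalized by the centered log ratio within each run, and HTODemux of Seurat 5.3.0 with a quantile of 0.99 gave the hashtag of each cell. The kept cells were clustered with SCTransform (sctransform 0.4.2, first version of the method), 30 principal components and a resolution of 0.6 in R 4.3.3. Each cluster was matched to a cluster of the paper by lists of markers for its cell type. Each list was used once, except that of granulocytes, which served for both cluster 0 and cluster 16. Clusters made under other settings were matched to the clusters named in this way by the cells they share. The cells per cluster in Supplementary Table S4 were not used for the match. Levels of genes in clusters were given as UMIs per 10000 UMIs of the cluster in each tumor, and as the mean and SD over the *Csf1r fl/fl* tumors. Cluster 16 had no cells of the *Csf1r fl/fl* tumor of run 2 and has no such mean. Gene coordinates came from the mm10 annotation GENCODE vM21. Doublets were called within each run by Scrublet in scanpy 1.11.5 with an expected rate of 0.2. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

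For comparisons between genotypes, UMIs were summed over the cells of a cluster in each tumor, with n = 2 tumors per genotype. Genes were filtered with filterByExpr of edgeR 4.0.16, normalized with TMM factors and tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors were taken from the log2 fold change and the statistic of this test. Shares of cells were tested with the same method on the cells per cluster, with the tumor's kept cells as library size and adjustment over the clusters. Lists of genes were tested with camera of limma 3.58.1 on the same fit. Log2 ratios between the tumors of the same run were computed beside every fit. In a fit without 1 tumor, the lone tumor of a genotype was assumed to vary like those of the other genotype.

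Median UMIs per kept cell lay between 3721 and 4657 and median genes per cell between 1328 and 1632. The tumors had 56715743 and 40699576 UMIs in *Csf1r fl/fl* and 35778494 and 27686362 in *Lyve1 CreCsf1r fl/fl*. Cells whose hashtag had under 3 times the count of the other made up 6.82% and 0.218% of the *Csf1r fl/fl* tumors and 1.41% and 0.293% of the *Lyve1 CreCsf1r fl/fl* tumors. In runs 1 and 2, 5.19% and 21.8% of barcodes held both hashtags, and Scrublet called 24.3% and 4.32% of the kept cells doublets. To check for an effect of the run, the log2 ratio of run 1 to run 2 in the *Csf1r fl/fl* tumors was correlated across genes with that in the *Lyve1 CreCsf1r fl/fl* tumors, with r = 0.378, 0.310, 0.117 and 0.150 in clusters 1, 3, 7 and 9, and with r = 0.692, 0.601, 0.365 and 0.257 over the 3768, 3780, 3983 and 4187 genes with a mean log2 CPM above 5. Genes are not independent replicates. On simulated data with the spread of each of these clusters and 200 genes changed by 2 on the log2 scale, the gene test recovered 100%, 100%, 99.5% and 97% of the changed genes, with 11, 18, 9 and 12 false calls. The changed genes were drawn from those with a mean log2 CPM above 5, and smaller changes of single genes were not simulated. The tests of lists were simulated in the same way, without correlation between genes, after their values were seen. The test of shares, on simulated cells with a dispersion of 0.216, gave 4 false calls over all clusters in 100 draws.

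The genes named in the text are those that the results, Fig. 5 or Fig. 6A name for these data, and in each macrophage cluster up to 3 genes with the largest rise and 3 with the largest fall among genes past the threshold that changed the same way in both runs. Others are marked as chosen after their values were seen. The values of 1 gene are not reported here. The tested lists were MHC class II (11 genes), proliferation (97 genes), oxidative phosphorylation (96 genes), chemokines (44 genes) and glycosaminoglycan binding (57 genes). Lists for MHC class I, the interferon response, complement, matrix degradation, hypoxia, LYVE-1 resident macrophages, lymph node or naive lymphocytes, dissociation stress, ribosomal proteins, erythrocytes and neutrophil RNA were described without a test.

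Alternatives were a resolution of 0.3 or 1.0, log-normalized counts with 2000 variable genes, a mitochondrial limit of 10%, a hashtag ratio of at least 3, keeping the clusters specific to 1 tumor, other denominators of shares, removal of Scrublet doublets, the run as a block, RLE factors, no filter on low counts, DESeq2 1.42.0, fry or an estimated correlation in place of camera's preset of 0.01, cells as replicates in a rank sum test of genes with a UMI in at least 5% of the cells, and leaving out each tumor. The gene sets of the study's enrichment tests, the 110-gene LYVE-1+ signature, and Supplementary Tables S1 and S3, which were at hand only in part, were not used here. Flow cytometry, immunofluorescence and other measurements of the paper were not analysed here.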

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

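The test for lymph node cells among the removed clusters, the count of hashtag ratios under 3 and the ratio of B-cell markers in cells with fewer than 5 of them were chosen only after the result was seen. The tests for free RNA and doublets were planned over all macrophage clusters and were split by cluster after the values were seen, with their limits unchanged, and the list of B-cell markers was corrected after its first values were seen. The methods of the paper describe the removed clusters as lymphocytes with high expression of ribosomal genes and exclude them from further analysis. The 4 removed lymphocyte clusters held 4985 cells of the *Lyve1 CreCsf1r fl/fl* tumor of run 2, more than the 4771 cells kept from it, against 98 cells of the *Csf1r fl/fl* tumor of that run, and 61 and 20 cells of the *Csf1r fl/fl* and *Lyve1 CreCsf1r fl/fl* tumors of run 1. The removed cluster of T cells had 58.1 UMIs of the lymph node or naive lymphocyte list per 10000, 2.46 times the highest level in clusters 4, 6 and 8 of the other tumors (23.6). These values are consistent with cells of a lymph node in that tumor sample, a hypothesis found and tested on the same data. The list was written for this purpose, and T cells of the tumors express part of it. The median ratio of a cell's own to the other hashtag was 32.3 in the removed cells and 43.0 in the kept cells of the tumor, 0.752 times as high. The quartiles of the removed cells were 19.0 and 60.0, and 0.822% of them had a ratio under 3, against 0.293% of the kept cells. Such low values were rare by selection, since both groups had passed as singlets, and 2.64% of all singlets of that hashtag but 71.1% of its doublets had a ratio under 3. All singlets of that hashtag, the removed cells among them, had a median of 34.8 and a lower quartile of 17.9, and its doublets a median of 2.10. A median of 32.3 and a lower quartile of 19.0 argue against weak hashtags as the source of most removed cells. The median below that of the kept cells leaves such errors open for a part of them. Errors that leave a cell with a strong hashtag of the wrong tumor cannot be tested by these ratios. Only 1 of the 2 *Lyve1 CreCsf1r fl/fl* tumors had these cells, so an effect of the genotype, such as lymphoid tissue within the tumor, was not tested and stays open.

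The same list was higher in macrophages of the *Lyve1 CreCsf1r fl/fl* tumor of run 2 than in the *Csf1r fl/fl* tumors. In cluster 7 it was at 949 CPM there, against 427 and 409 in the *Csf1r fl/fl* tumors and 365 in the other *Lyve1 CreCsf1r fl/fl* tumor. Free RNA in the pooled suspension of run 2 would raise B-cell markers alike in both tumors of the run. They were at 179, 267, 426 and 238 CPM in clusters 1, 3, 7 and 9 of that tumor and at 128, 170, 116 and 118 CPM in the *Csf1r fl/fl* tumor of run 2, a ratio of 1.40, 1.57, 3.69 and 2.01. This argues against free RNA as the whole cause in clusters 3, 7 and 9, although the ratio in cluster 3 lies near the limit of 1.5. In the cells with fewer than 5 of these UMIs the ratio was 1.10, 1.05, 1.22 and 1.50, although leaving out cells with more lowers it by selection, so that free RNA stays open as a part of the cause. In cluster 1, where both tumors of run 2 were above the 63.0 and 54.2 CPM of run 1, free RNA and other sources cannot be told apart by this ratio. Doublets of 2 cells of the same tumor would put most of these UMIs in few cells. Cells with 5 or more of them held 79.1% in cluster 7 (17 of 121 cells) and 51.7% in cluster 3 (20 of 344 cells), which is consistent with doublets there, and removal of Scrublet doublets lowered the level from 426 to 402 CPM and from 267 to 250 CPM. Scrublet called 31.7% of the hashtag doublets of run 2, against 84.7% in run 1, so that a small drop says little. In clusters 1 and 9 such cells held 29.9% and 33.9%, so that doublets cannot be told apart from a spread over many cells there. A difference in the lymphocytes of the tumors, for which 1 tumor is too few, was not tested.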

How the results depend on the processing

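No alternative was chosen after the values were seen, and only the simulation of the list tests was. Each changed 1 choice and kept the others. Of the values under an alternative, 44 shares of cells kept their direction and their side of the threshold and 2 reversed. Of the counts of called genes, 19 stayed within 1.5 times the count reported and 31 moved. For the lists, 118 values kept direction and side, 39 were no longer past the threshold, 19 passed it and 24 reversed. For the named genes within clusters, 201 kept both, 3 passed the threshold, 3 were no longer past it and 6 reversed, and for *Csf1r* and *Folr2* over the macrophage clusters 11 kept both and 5 passed it. Where no reason is given, the cause was not tested.

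The log2 fold change of the share of cluster 7 was between -1.89 and -1.21 over the alternatives with all tumors other than a resolution of 0.3, and between -2.17 and -0.99 without 1 tumor. At a resolution of 0.3 it was -1.09, for a merged cluster of 2962 cells of which 55.8% were of cluster 7, and the gene and list values of cluster 7 at that resolution are of this merged cluster. That of cluster 8 was between 0.49 and 1.08, and between 0.77 and 1.40 without 1 tumor. For all macrophage clusters the values were -0.85 to -0.27 and -0.58 to -0.38. The share of clusters 4, 8 and 10 together, of which cluster 8 had little *Cd8a*, was -0.11 with the clusters specific to 1 tumor kept, which adds the T cells of that tumor, and -0.10 as a share of the T cells, which is another denominator, and 0.03 to 0.65 without 1 tumor.

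With the run as a block, edgeR called 2, 14 and 26 genes in clusters 1, 3 and 9. With no filter on low counts it called 2, 18, 39 and 33 in clusters 1, 3, 7 and 9, over more genes tested. With cells as replicates, 101, 31 and 75 genes were called in clusters 1, 3 and 7, where the number of cells takes the place of the number of tumors. In cluster 7, RLE factors gave 2 genes, a resolution of 1.0 gave 1 and DESeq2 gave 4. In cluster 9, a resolution of 1.0 gave 1 gene, DESeq2 gave 1, removal of Scrublet doublets gave 0 and log-normalized counts gave 0. Without 1 tumor, 0 to 17 genes were called in cluster 1, 17 to 31 in cluster 3, 20 to 50 in cluster 7 and 2 to 8 in cluster 9, so that the counts depend on which tumors are compared. *Folr2* over the macrophage clusters passed the threshold with the run as a block (-2.71, adjusted p = 0.00161) and with no filter (-2.74, adjusted p = 1.38e-09), and was -2.85 to -2.53 without 1 tumor. Over the macrophage clusters, *Lyve1* could be fitted only with no filter, at -0.34, and few UMIs limit it. Over all kept cells it passed the filter, with a log2 fold change of 1.02 (standard error 0.40), and 0.32 in run 1 and 0.68 in run 2. That value rests mostly on the stromal cluster 14, with 55 *Csf1r fl/fl* and 79 *Lyve1 CreCsf1r fl/fl* UMIs of 147.

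For the lists, fry and the estimated correlation leave the medians as they are and brought all calls of camera above an adjusted p of 0.05. On simulated lists of 20 genes raised by 0.5, set up after these values were seen, fry reached the p needed in 2 to 5 of 20 draws per cluster and the estimated correlation in 0. These simulated genes were independent. The correlation was estimated at 0.569, 0.390 and 0.108 for the MHC class II list in clusters 1, 3 and 7, at 0.227 and 0.045 for the proliferation list in clusters 1 and 3 and at 0.0929 and 0.231 for the chemokine list in clusters 1 and 9, all above the preset of 0.01, so that camera overstated the evidence for these calls if the estimates hold. It was near or below the preset for the proliferation and chemokine lists in cluster 7 (0.0169 and -0.0181). The same held for the glycosaminoglycan binding list in clusters 3 and 9 (0.0122 and -0.0204). In the proliferation list of cluster 7, 55 genes were lower and 3 higher in both runs, with medians of -0.56 and -0.31. These values argue against no difference between these tumors in that list. For the chemokine and glycosaminoglycan binding lists, low power and no difference cannot be separated. The calls were, in cluster 1, MHC class II at 0.17, proliferation at 0.095 and chemokines at -0.082. In cluster 3 they were MHC class II at 0.19, proliferation at -0.10 and glycosaminoglycan binding at -0.086, and in cluster 7 MHC class II at 0.61, proliferation at -0.44 and chemokines at -0.14. In cluster 9 they were chemokines at -0.059 and glycosaminoglycan binding at -0.054. Under fry, oxidative phosphorylation in cluster 3 pointed upward, with a median of -0.0036. With the run as a block, oxidative phosphorylation in cluster 1 (0.042) and chemokines in cluster 3 (-0.12) passed the threshold. With no filter on low counts, proliferation in cluster 1 no longer passed (0.069), proliferation in cluster 9 passed (0.11) and oxidative phosphorylation in cluster 9 reversed (-0.017).

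At a resolution of 1.0, proliferation in cluster 1 (0.050), chemokines in cluster 9 (-0.087) and glycosaminoglycan binding in cluster 9 (-0.046) no longer passed, chemokines in cluster 3 (-0.18) and glycosaminoglycan binding in cluster 7 (-0.17) passed, and oxidative phosphorylation in cluster 3 reversed (0.0011). With Scrublet doublets removed, MHC class II (0.16), proliferation (-0.037) and glycosaminoglycan binding (-0.060) in cluster 3 and chemokines in cluster 9 (-0.086) no longer passed, and oxidative phosphorylation in cluster 9 reversed (-0.14).

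Without 1 tumor, the medians of the MHC class II list were -0.035 to 0.55 in cluster 1, -0.13 to 0.39 in cluster 3, 0.47 to 0.76 in cluster 7 and -0.10 to 0.65 in cluster 9. Those of the proliferation list were -0.069 to 0.32 in cluster 1, -0.27 to -0.039 in cluster 3, -0.57 to -0.41 in cluster 7 and -0.066 to 0.32 in cluster 9, of the oxidative phosphorylation list -0.14 to 0.25 in cluster 1, -0.22 to 0.18 in cluster 3, -0.23 to 0.21 in cluster 7 and -0.23 to 0.25 in cluster 9, of the chemokine list -0.27 to 0.062 in cluster 1, -0.52 to 0.11 in cluster 3, -0.31 to -0.045 in cluster 7 and -0.55 to 0.051 in cluster 9, and of the glycosaminoglycan binding list -0.25 to 0.11 in cluster 1, -0.15 to 0.0047 in cluster 3, -0.14 to 0.017 in cluster 7 and -0.056 to -0.0084 in cluster 9. The MHC class II list in cluster 7, the proliferation list in clusters 3 and 7 and the glycosaminoglycan binding list in cluster 3 kept direction and call in the test without any 1 tumor, although the median of the last was 0.0047 without the *Csf1r fl/fl* tumor of run 2.

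Of the named genes, the values without 1 tumor took both signs for *Ifitm2* in cluster 1 (-0.21 to 0.47) and, in cluster 3, for *Il1b* (-0.20 to 0.74), *Cd74* (-0.13 to 0.39), *H2-Eb1* (-0.22 to 0.56) and *Ccnd1* (-0.65 to 0.0032). The value of *Ifitm2* was -0.08 without the *Csf1r fl/fl* tumor of run 2, and all others reversed without the *Lyve1 CreCsf1r fl/fl* tumor of run 1.

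Not every alternative gave a value. At a resolution of 0.3, clusters 8 and 9 could not be matched, nor the shares of clusters 4, 8 and 10 together and of all macrophages, and with log-normalized counts this held for cluster 7 and for other shares. Depth limits *Lyve1*, the genes of cluster 9, which had the fewest UMIs per macrophage, and cluster 7 of the *Lyve1 CreCsf1r fl/fl* tumors, which held 177 and 121 cells.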

Differences from the paper's values

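No test in this part was chosen only after the result was seen. The paper's numbers of cells in Supplementary Table S4 and its numbers of clusters were within 1.5 times the values found here. The paper's text gives 18 clusters before removal, and the methods state the removal of 4 clusters specific to 1 tumor, while clustering before removal gave 19 clusters here, of which 4 were specific to 1 tumor.

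Between clusters of the *Csf1r fl/fl* tumors, several statements of the paper, made with its own gene sets, differ from the values of the lists used here in at least 1 comparison. The paper describes cluster 1 as enriched for antigen presentation, and the MHC class II list was lower there than in the other macrophage clusters, at -2.23 and -1.74 in runs 1 and 2, while the MHC class I list was at 0.04 and 0.15. The paper associates cluster 3 with the IFN response and IL1β production. The interferon list was lower in cluster 3 than in the other macrophage clusters, at -0.22 and -0.14, and higher than in all other cells, at 0.17 and 0.21, and *Il1b* was highest in cluster 0, at 112 UMIs per 10000. The paper associates cluster 9 with complement, and the complement list was lower there than in the other macrophage clusters, at -0.14 and -0.48, and higher than in all other cells, at 0.16 in both runs. The paper names *Fabp5* for cluster 7, and its mean was 1.08 times as high in cluster 9 as in cluster 7, and highest in cluster 2, at 43.2 UMIs per 10000. The paper's Fig. 5A names cluster 16 granulocytes, and 6 of its 10 leading genes were B-cell markers, while *S100a8*, *S100a9* and *Lyz2* together were at 841 UMIs per 10000 there, which goes with the name.

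Between genotypes, the paper tested cells and the values here compare tumors. The paper reports *H2-Eb1* and *Cd74* as raised in macrophage clusters, *Il1b* in cluster 3 and *Ifitm2* in cluster 1, and *C1qb* as lowered in cluster 9. With tumors as the unit, none of them was called, at log2 fold changes of 0.22 and 0.16 for *H2-Eb1* and *Cd74* in cluster 3, 0.85 and 0.73 in cluster 7, 0.35 for *Il1b*, 0.17 for *Ifitm2* and -0.81 for *C1qb*. The setting that called them was the rank sum test with cells as replicates, set before the data were examined. The paper names *C1qb* as the only gene changed in cluster 9, and the genes called there were *Hbb-bs* at -6.89 and *Hba-a1* at -3.76. A block for the run gave 26 called genes there, both of these among them and *C1qb* not. The paper reports *Folr2* as reduced. It was lower here without passing the correction over 12034 genes (-2.72 over the macrophage clusters, unadjusted p = 3.31e-05, adjusted p = 0.398 from edgeR's quasi-likelihood test). It was called with the run as a block, with no filter on low counts and without the *Csf1r fl/fl* tumor of run 2 or either *Lyve1 CreCsf1r fl/fl* tumor.

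For gene lists, the paper reports lower proliferation in cluster 9 of *Lyve1 CreCsf1r fl/fl* tumors, and the list had a median of 0.04 with the test pointing upward (adjusted p = 0.0595). No setting called a decrease, and the lowest medians were -0.07 without the *Lyve1 CreCsf1r fl/fl* tumor of run 2 and -0.02 with Scrublet doublets removed. The paper reports oxidative phosphorylation as raised in cluster 1, and the list was not called (0.04, adjusted p = 0.260). It was called with the run as a block (0.041) and without the *Csf1r fl/fl* tumor of run 1 (2.52e-06) or the *Lyve1 CreCsf1r fl/fl* tumor of run 2 (3.24e-05). The paper reports glycosaminoglycan binding as lowered in cluster 7 alone, and the list was called in clusters 3 and 9 (0.0478 and 0.0145) and not in cluster 7 (0.255). In cluster 7 it was called at a resolution of 1.0 (0.0434) and without the *Csf1r fl/fl* tumor of run 1 (0.00587). The paper reports antigen presentation as raised in cluster 9, and the MHC class II list was not called (0.27, adjusted p = 0.176), except without the *Csf1r fl/fl* tumor of run 2 (0.0117) or the *Lyve1 CreCsf1r fl/fl* tumor of run 2 (0.000614). The paper reports cluster 8 as expanded and cluster 7 as reduced in *Lyve1 CreCsf1r fl/fl* tumors, without naming a test, and both shares changed in these directions in both runs without passing the correction (adjusted p = 0.283 for each).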

Other observations

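The tests for free red cell RNA, for doublets of B cells with myeloid cells and for lymph node cells in the *Lyve1 CreCsf1r fl/fl* tumor of run 1 were chosen only after the result was seen, and the rise of the MHC class II list in each run had been seen before its explanations were tested.

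The MHC class II list rose in cluster 7 of the *Lyve1 CreCsf1r fl/fl* tumors in both runs, by 6603 CPM in run 1 and 1802 CPM in run 2. RNA of B cells, or doublets with them, would raise B-cell markers in the ratio found in the removed B cells, and the markers accounted for -0.902% of the rise in run 1 and 22.5% in run 2, which argues against B cells as the whole source. Cells of cluster 3 mixed into cluster 7 would raise the dendritic list by the same share of the gap between the clusters. The MHC class II list closed 24.4% and 9.78% of its gap, and the dendritic list 8.92% and 0.139%, at most 0.365 times as much, which argues against such cells as the whole source. A change by genotype within these macrophages and a change in which cells remain in cluster 7 both stay open, and neither was tested.

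Hemoglobin genes were lower in cluster 9 of the *Lyve1 CreCsf1r fl/fl* tumors. Free red cell RNA in the suspension of a run would reach both tumors alike, and the list of erythrocyte genes was at 153 and 342 CPM in the *Csf1r fl/fl* tumors and 4.21 and 6.72 CPM in the *Lyve1 CreCsf1r fl/fl* tumors of runs 1 and 2. It was 36.4 times as high in the *Csf1r fl/fl* tumor of run 1 (95% counting interval 12.3 to 178) and 50.9 times in that of run 2 (21.7 to 157), which argues against it. Of these UMIs in the *Csf1r fl/fl* cells of cluster 9, 98.3% lay in 4 of 872 cells, and 1 cell held 689 of the 903 UMIs. This is consistent with red blood cells caught with or taken up by single cells. Removal of Scrublet doublets brought the list from 153 to 22.8 CPM in the *Csf1r fl/fl* tumor of run 1 and left it at 361 CPM in that of run 2, so that it removed only part of these UMIs, and 0 genes were then called in cluster 9 by edgeR. With so few cells, a difference by genotype stays untested.

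Few UMIs per cell might raise *Malat1* in cluster 9. In cells with 2000 to 3000 UMIs it was 2.11 times as high in cluster 9 as in the highest of clusters 1, 3 and 7, which argues against depth as the whole cause. No other explanation, technical or biological, was tested. The median mitochondrial share of UMIs was 2.3% in cluster 9, against 1.84%, 1.3% and 1.27% in clusters 1, 3 and 7, so that a difference in cell quality stays open.

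B-cell genes led clusters 15 and 16. If these were doublets of B cells with myeloid cells, *S100a8*, *S100a9* and *Lyz2* would be higher in them than in the removed B cells. These genes were at 55.5 UMIs per 10000 in cluster 15 and 841 in cluster 16, against 11.0 in the largest cluster of removed B cells, so that the lower of the 2 ratios was 5.03. Together with the doublets that Scrublet called in both clusters, this is consistent with doublets. A type of cell that expresses both groups of genes was not tested.

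The share of cluster 8 was larger in the *Lyve1 CreCsf1r fl/fl* tumor of run 1, by 274 cells more than at the share of the *Csf1r fl/fl* tumor. That tumor had 20 cells in the 4 removed lymphocyte clusters, but these clusters were chosen for cells of the other *Lyve1 CreCsf1r fl/fl* tumor, which limits this count. The lymph node or naive lymphocyte list was at 19.9 UMIs per 10000 in its cluster 8, against 16.9 and 23.6 in the *Csf1r fl/fl* tumors, which goes against many such cells there. In the other *Lyve1 CreCsf1r fl/fl* tumor, which had 1813 cells in the removed cluster of T cells, cluster 8 was at only 26.7, so that this level does not exclude such cells, and they cannot be told apart from other sources by these values and the count of 20. The genotype and chance between tumors stay open as well.

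Other lists were compared between genotypes without a test, as the median log2 fold change in clusters 1, 3, 7 and 9. The hypoxia list was higher in all 4 clusters, at 0.12, 0.17, 0.18 and 0.24, and higher in both runs in clusters 1, 7 and 9 but lower in run 2 in cluster 3, at -0.10. The lymph node or naive lymphocyte list was higher in all 4, at 1.24, 0.94, 0.84 and 0.72, and in cluster 7 it was lower in run 1, at -0.42. The interferon list was at -0.12, 0.05, 0.10 and -0.04. The complement list was at -0.13, 0.14, -0.06 and -0.05. The matrix degradation list was at -0.11, -0.01, 0.10 and -0.09. The MHC class I list was at -0.05, 0.03, 0.01 and -0.03, and the dissociation stress list at -0.05, 0.09, -0.08 and 0.08. The LYVE-1 resident macrophage list was at 0.02, -0.09, -0.22 and -0.09, and in cluster 7 at 0.08 in run 1 and -0.85 in run 2. The ribosomal protein list was at 0.11, -0.01, -0.08 and 0.05, and the neutrophil RNA list at -0.02, 0.30, -0.24 and 0.07. In cluster 3 the neutrophil RNA list was at 0.70 in run 1 and -0.47 in run 2. For each list from the interferon to the neutrophil RNA list, the runs differed in sign in at least 1 cluster. The erythrocyte list had genes past the filter in cluster 9 alone, where it was at -3.97 over 3 genes, 2 of which rest on 1 or 2 UMIs per *Lyve1 CreCsf1r fl/fl* tumor. The median and the mean differed in sign for the dissociation stress list in cluster 1 (mean 0.007), the LYVE-1 resident macrophage list in cluster 3 (mean 0.05) and the neutrophil RNA list in cluster 1 (mean 0.008).

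Further genes that the paper names were compared between genotypes in cluster 7. *Mrc1* was at -0.07, *Plac8* at 0.29, *Cd44* at -0.17, *Hyal2* at 0.17 and *Hyal1* at 1.00 (standard error 0.60), and all had an adjusted p of 1.00 from edgeR's quasi-likelihood test.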
